# The endometrial transcriptome transition preceding receptivity to embryo implantation in mice

**DOI:** 10.1186/s12864-023-09698-3

**Published:** 2023-10-04

**Authors:** Hon Yeung Chan, Ha M. Tran, James Breen, John E. Schjenken, Sarah A. Robertson

**Keywords:** RNA sequencing, Uterus, Embryo implantation, Endometrial receptivity, Mouse

## Abstract

**Background:**

Receptivity of the uterus is essential for embryo implantation and progression of mammalian pregnancy. Acquisition of receptivity involves major molecular and cellular changes in the endometrial lining of the uterus from a non-receptive state at ovulation, to a receptive state several days later. The precise molecular mechanisms underlying this transition and their upstream regulators remain to be fully characterized. Here, we aimed to generate a comprehensive profile of the endometrial transcriptome in the peri-ovulatory and peri-implantation states, to define the genes and gene pathways that are different between these states, and to identify new candidate upstream regulators of this transition, in the mouse.

**Results:**

High throughput RNA-sequencing was utilized to identify genes and pathways expressed in the endometrium of female C57Bl/6 mice at estrus and on day 3.5 post-coitum (pc) after mating with BALB/c males (n = 3–4 biological replicates). Compared to the endometrium at estrus, 388 genes were considered differentially expressed in the endometrium on day 3.5 post-coitum. The transcriptional changes indicated substantial modulation of uterine immune and vascular systems during the pre-implantation phase, with the functional terms Angiogenesis, Chemotaxis, and Lymphangiogenesis predominating. Ingenuity Pathway Analysis software predicted the activation of several upstream regulators previously shown to be involved in the transition to receptivity including various cytokines, ovarian steroid hormones, prostaglandin E2, and vascular endothelial growth factor A. Our analysis also revealed four candidate upstream regulators that have not previously been implicated in the acquisition of uterine receptivity, with growth differentiation factor 2, lysine acetyltransferase 6 A, and N-6 adenine-specific DNA methyltransferase 1 predicted to be activated, and peptidylprolyl isomerase F predicted to be inhibited.

**Conclusions:**

This study confirms that the transcriptome of a receptive uterus is vastly different to the non-receptive uterus and identifies several genes, regulatory pathways, and upstream drivers not previously associated with implantation. The findings will inform further research to investigate the molecular mechanisms of uterine receptivity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09698-3.

## Background

As well as a developmentally competent blastocyst, implantation success depends on sufficient receptivity and responsiveness in the endometrial lining of the uterus [1, 2]. Receptivity is a transient state that develops following ovulation when the endometrium undergoes major cellular changes that impart receptivity to embryo adhesion, attachment and trophoblast invasion, enabling robust placental development to sustain fetal growth [3]. Although there are differences between mammalian species depending on reproductive strategy and anatomical differences, many features are broadly consistent. Acquisition of receptivity is primarily controlled by ovarian steroid hormones, notably elevated progesterone which drives a specific transcriptional program in endometrial epithelial cells and stromal fibroblasts to promote attachment competence and precede decidual transformation. Several critical molecular mediators of uterine receptivity have been described. Pro-implantation molecules, including vascular endothelial growth factor (VEGF), prostaglandin-endoperoxide synthase-2 (PTGS2), and leukaemia inhibitory factor (LIF), have been identified to play indispensable roles in embryo attachment, decidualization and uterine angiogenesis [4–6]. These agents are expressed under tight spatial and temporal regulation by ovarian hormones and have conserved roles in implantation in species including humans, hamsters, rats and mice [7–10].

Substantial changes in endometrial immune cells accompany transition to receptivity. This involves waves of recruitment of neutrophils, macrophages, and dendritic cells (DCs), followed by uterine natural killer (uNK) cells and regulatory T (Treg) cells [11–13]. These immune cells exert critical roles in mediating the decidual response, promoting vascular changes required to support placentation, suppressing inflammation, and mediating immune tolerance of fetal and placental alloantigens. In mice, it has been shown that seminal fluid factors delivered at mating contribute, along with ovarian steroid hormones, to regulating the immune changes that precede implantation [12, 14–19]. Treg cells are essential for maternal immune tolerance of the embryo allowing implantation to proceed [20]. Macrophages and DCs are also critical, as evidenced by defective implantation when these cells are depleted [21, 22]. The effects of macrophages and DCs are by virtue of their secretion of a wide range of tissue-remodelling and angiogenic factors, including VEGF, matrix metalloproteinases (MMPs), and tissue inhibitors of metalloproteinases (TIMPs), that facilitate uterine receptivity and embryo implantation [23, 24].

The mouse is commonly used as an experimental model to study regulation of implantation. Despite studies describing several key processes and factors involved in embryo implantation in mice, a comprehensive understanding of the transcriptional changes that occur in the uterus in order to acquire receptivity to embryo implantation, and the upstream signals that drive these changes, is lacking. Previous studies have focused on comparisons of uterine tissue compartments, for example comparing implantation sites and inter-implantation sites [25] at time points day 3.5 post-coitum (pc) (pre-implantation), day 4.5 pc (the time of implantation) and day 5.5 or 6.5 pc (post-implantation) [26–29], using microarray gene expression analysis or quantitative polymerase chain reactions (qPCRs) [29, 30]. While these comparisons focus on the molecular changes at or around the time of implantation, they do not provide information on the overarching molecular mechanisms by which the peri-implantation state evolves from its earlier peri-ovulatory state. Furthermore, microarray and qPCR technologies do not provide a complete transcriptomic profile of the uterus, as the techniques only detect genes using known RNA probes or primers, and do not detect novel transcripts.

The aim of this study was to generate a comprehensive profile of the endometrial transcriptome in the peri-ovulatory and peri-implantation states, in order to define a comprehensive assembly of the genes and gene pathways that are different between these states, and to identify new candidate upstream regulators of this transition, including any novel factors that might be delivered or otherwise affected by components of male partner seminal fluid. To obtain a complete transcriptome profile of the uterus before and after acquisition of receptivity, we utilized RNA-sequencing (RNA-seq) to compare transcriptomic profiles of the endometrium in mated female mice on day 3.5 pc to unmated estrous females. Here, we demonstrate that the pre-implantation endometrium shows a distinct gene expression pattern compared to the endometrium of estrous mice. Bioinformatics analysis indicates many cytokine and growth factor signaling networks are activated and predicts these to be associated with increased immune and angiogenic functions. Our data confirm that the non-receptive uterus undergoes major molecular changes before implantation to acquire receptivity and implicates several upstream drivers including ovarian steroid hormones and factors present in male seminal fluid. Amongst these are several factors not previously reported to be involved in the transition to endometrial receptivity. The results will inform future studies to unravel the underlying regulatory events and modifying factors.

## Results

### Differentially expressed genes in the endometrium at day 3.5 pc compared to estrus

To evaluate changes in the endometrial transcriptome associated with acquisition of uterine receptivity, endometrial tissue was collected from C57Bl/6 female mice at estrus (peri-ovulatory phase) and on day 3.5 pc, around 12 h prior to embryo attachment and initiation of implantation (‘receptive’ phase). 

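Endometrial RNA was sequenced from 3 samples of estrous females and 4 samples of females on day 3.5 pc, each a pooled sample. Libraries of total RNA were made with a kit that keeps the strand and were sequenced from both ends. The authors trimmed the adapters, aligned the reads to the GRCm38 mouse genome with STAR, counted them per gene with featureCounts and deposited these counts without normalization. The estrus libraries, numbered 1, 2 and 4 in their labels, held between 15487788 and 31781270 counts on genes, with a median of 19969196. The day 3.5 pc libraries held between 14201095 and 17420572, with a median of 15394000. A count of 0 allows up to 3 counts, which corresponded to between 0.108 and 0.227 CPM in the 7 libraries, and this limit covers counting error only. None of the 37 genes of the mitochondrial chromosome had a count in any library. The dataset holds 19 libraries in 5 groups, the other 3 groups being females mated with surgically modified males. Because the paper states that normalization was performed on all groups simultaneously, all 19 libraries were scaled with edgeR's TMM method and entered one quasi-likelihood fit, and day 3.5 pc was compared with estrus within that fit. The number of animals in a pool was not found in the paper's text, so the spread between libraries is that between pools.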

Tissues were subjected to RNA-seq analysis (n = 3–4 pooled samples per group: see Supplementary Material 1, Table S1 for RNA-seq metrics and Supplementary Material 1, Table S2 for expression of all transcripts detected). 

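CPM were computed from each library's total, and a gene was kept when it had at least 3 CPM in at least 3 of the 19 libraries, whatever their group. Of the 49089 genes in the deposited counts, 17222 (35.1%) were kept. The same minimum applied to the 7 estrus and day 3.5 pc libraries alone kept 16183 genes. With at least 1 CPM in at least 3 of the 19 libraries, 20903 genes were kept, and edgeR's filterByExpr kept 22434. The number moved most when only a single count in total was required, which kept 36300 genes. No gene is listed more than once in the deposited counts, and the reads themselves were not analysed here, so any removal of duplicate reads is already part of the counts.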

A total of 17,222 transcripts were detected after duplicates and lowly expressed transcripts (those with less than 3 counts per million mapped reads (CPM) detected in at least 3 samples per group) were removed. 

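The principal components were computed from the log2 CPM (prior count 2) of the 17222 genes in the 7 libraries, centred by gene and not scaled. PC1 held 83.4% of the variance and PC2 held 7.88%. Estrus libraries 1, 2 and 4 had PC1 scores of -96.7, -70.7 and -76.5. Day 3.5 pc libraries 1, 2, 3 and 4 had PC1 scores of 19.3, 32.9, 94.9 and 96.7, so that the means were -81.3 ± 13.7 (SD, n = 3) and 61.0 ± 40.7 (SD, n = 4). The groups did not overlap on PC1 (exact permutation test, two-sided p = 0.0571, the smallest p that 3 libraries against 4 allow, so that 0.05 cannot be reached). On PC2 the groups overlapped (exact permutation test, two-sided p = 0.571). They also stayed apart on PC1 with DESeq2's size factors, with genes scaled to unit variance, with the 500 most variable genes, with each of the 7 libraries left out in turn, and in the components of all 19 libraries. The share of PC1 moved most in the components of all 19 libraries, where PC1 held 48.9% and PC2 held 38.8%. That PC1 mainly set replicates 2 and 3 of a group mated with modified males (188.9 and 189.6) apart from all other libraries (-79.4 to -1.22). Its share is therefore not the variance between estrus and day 3.5 pc. These groups lay further apart on that PC2, at 100.6 to 121.8 for estrus and -54.65 to 22.03 for day 3.5 pc.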

Following this, a principal component analysis (PCA) plot showed the data separated into two clusters corresponding to estrous and day 3.5 pc endometrium (Fig. 1A). R packages *limma-voom* and *edgeR* were used to identify differentially expressed genes using the criteria of log_2_ fold-change (logFC) ≥ +0.583 or ≤ -0.583 (equivalent of fold-change (FC) ≥ +1.5 or ≤ -1.5) and false discovery rate-adjusted p-value (FDR) ≤ 0.05, with 386 upregulated and 2 downregulated genes identified in the receptive endometrium compared to estrous endometrium (Fig. 1B). 

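In the edgeR fit of the deposited counts, 3599 genes were higher and 2192 genes were lower on day 3.5 pc than at estrus at these cutoffs, with the FDR adjusted by the Benjamini-Hochberg method. Together these 5791 genes were 33.6% of the 17222 genes tested. The median logFC was 1.36 for the higher genes and -1.01 for the lower genes, and the first median did not move when the 39 higher genes with at most 3 counts in every estrus library were set to their lower bound. A further 2492 genes had an FDR of 0.05 or less and a smaller change. In 5675 of the 5791 genes (98.0%), the 3 estrus and 4 day 3.5 pc libraries did not overlap, as in 10729 of all genes tested (62.3%), against the 5.71% that chance gives. On simulated counts of the same size, the same fit found 140 of 200 changed genes (70.0%) with 4 false calls. In that simulation no other gene differed between the groups, and the spread was drawn for each gene separately. It therefore does not give the share of false calls among the 5791 genes. With each of the 7 libraries left out in turn, between 4924 and 6274 genes were called. Limma-voom with TREAT at 0.583, which tests against a change of that size, gave the fewest genes among the alternatives set before the data were examined, with 1483 higher and 830 lower. Limma-voom with TREAT at the log2 of 1.5 and sample quality weights computed without the groups gave 386 higher and 2 lower genes, a setting found after the data were seen, by a search among 130 limma settings aimed at Table S2. Of the 5791 genes, 1564 (27.0%) have exons that overlap another gene on the opposite strand, and reads of such genes can be counted for either gene if strand was not used in counting. The other 4227 genes comprise 2674 higher and 1553 lower genes, and the 3318 genes (2077 higher, 1241 lower) that overlap no gene on the opposite strand, introns included, are a stricter set. From the differentially expressed genes, the paper concludes that the transcriptome of the endometrium differs substantially between estrus and the receptive phase.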

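Expression was taken as the mean log2 CPM of a gene over the 4 day 3.5 pc libraries. Its median was 4.66 over all 17222 genes tested, 4.00 over the 3599 higher genes and 5.02 over the 2192 lower genes. In the ranking of all tested genes from 0 (lowest) to 100 (highest), the median rank was 38.8 for the higher genes and 56.5 for the lower genes. The middle part of the higher genes, between their 25th and 75th percentiles, lay between 2.56 and 5.50, and that of the lower genes between 3.38 and 6.18. Of the 1723 genes in the top 10% of expression, 244 were higher and 213 lower. Of the 173 genes in the top 1%, 34 were higher and 8 lower. Among the 20 most abundant genes, which were picked after their values were seen, Zbtb20 (logFC 1.68), Flna (1.05), Fn1 (1.94) and Col4a1 (0.95) were higher and Neat1 (-1.05) was lower on day 3.5 pc, with FDR between 0.000175 and 0.0285 in the edgeR fit. Exons of Zbtb20, Fn1 and Col4a1 overlap another gene on the opposite strand.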

The average expression of these differentially regulated genes varied as shown by their log_2_CPM (logCPM), with many ranked in the mid- to low expression range and none ranked as highly expressed genes in the day 3.5 pc endometrium (Fig. 1C).

**Fig. 1:**
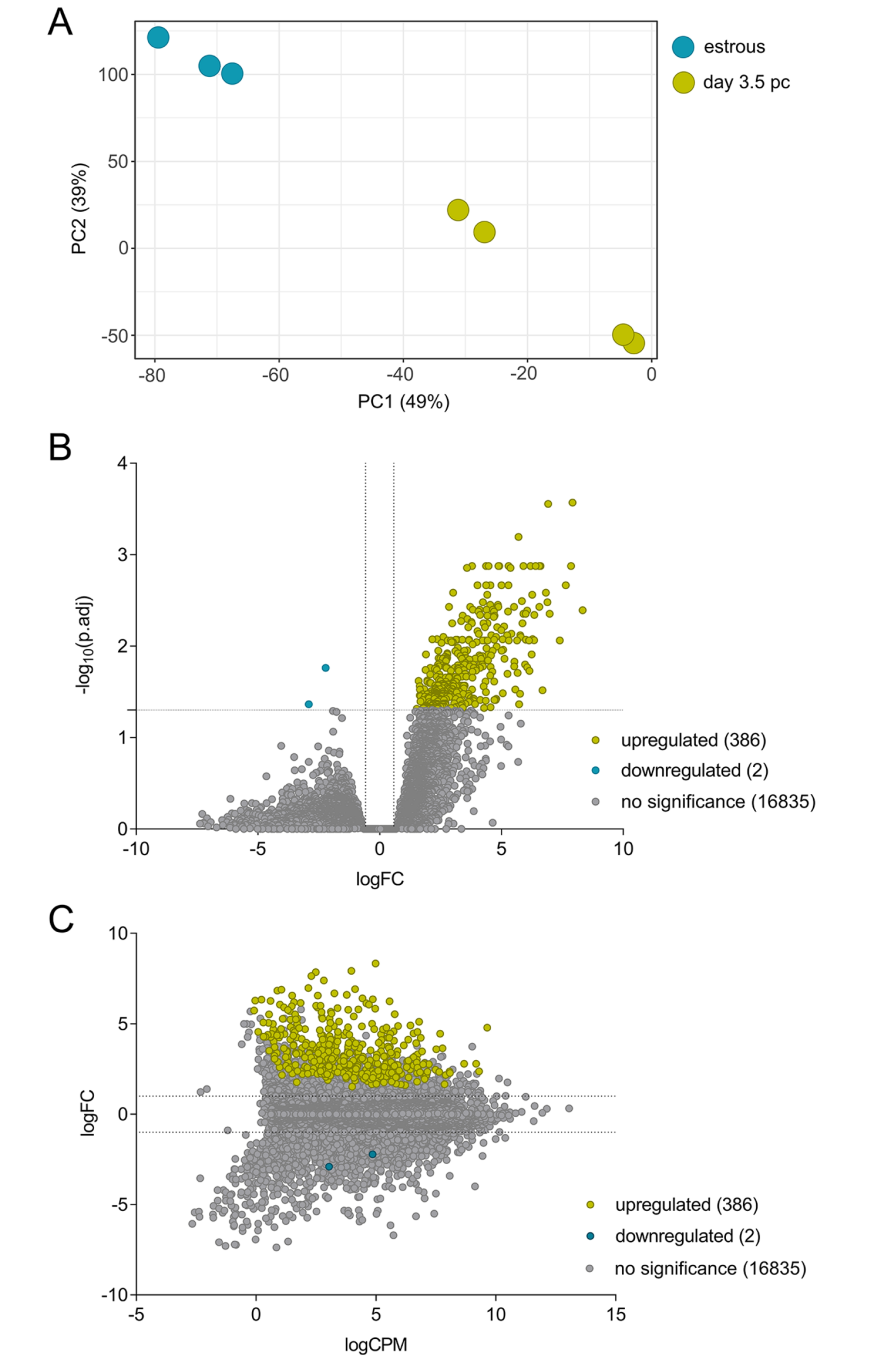
Transcriptomic changes in the day 3.5 pc endometrium compared to the estrous endometrium. Differentially regulated genes in the endometrium were identified using *limma/voom* and *edgeR* with a cutoff of FDR ≤ 0.05 and logFC ≥ +0.583 or ≤ -0.583 (equivalent of FC ≥ +1.5 or ≤ -1.5). **(A)** Principal component analysis of RNA-seq results visualizing the gene expression pattern of individual samples. **(B)** Volcano plot comparing logFC and -log_10_(FDR), and **(C)** MA plot comparing logFC and logCPM were plotted to identify specific genes that fit the threshold criteria. n = 3–4 samples/group

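Molecule types were read from the GENCODE annotation of GRCm38, matched by Ensembl identifier without its version, which gave a type to 48435 of the 49089 genes in the counts. Of the 5791 genes called, 4910 were protein-coding (84.8%), 370 were of the annotation's TEC class (6.39%), 362 were lncRNAs (6.25%), 57 were processed pseudogenes (0.984%) and 17 were not in the annotation (0.294%). Among all 17222 genes tested, protein-coding genes made up 79.7%, TEC genes 5.89%, lncRNAs 10.8% and processed pseudogenes 1.51%. In each of these types more genes were higher than lower, with 2987 against 1923 for protein-coding genes, 277 against 93 for TEC genes and 234 against 128 for lncRNAs. Across the alternatives set before the data were examined, the protein-coding share lay between 76.8%, without a filter on low counts, and 86.0%, without estrus library 4. The number of lncRNAs lay between 168, with limma-voom and TREAT, and 725, with only the estrus and day 3.5 pc libraries in the fit, that of processed pseudogenes between 19 (TREAT) and 193 (no filter), and that of genes not in the annotation between 2 (TREAT) and 26 (no filter). Of the genes called, 112 are antisense genes, whose counts depend on whether strand was used in counting.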

Amongst the 388 differentially expressed transcripts were 312 protein-coding genes (80.4%), 36 predicted genes to be experimentally confirmed (TEC) (9.3%), 34 long non-coding RNAs (lncRNAs) (8.8%), 4 processed pseudogenes (1.0%), and 2 mapped unannotated genes (0.5%) (Fig. 2A). The top 10 upregulated genes and all downregulated genes, sorted according to logFC, are shown in Table 1. 

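The counts of the 12 genes were scaled to CPM with the TMM factors. Acod1 (ENSMUSG00000022126.6), on chromosome 14 of GRCm38 from 103046977 to 103056573, rose from 0.308 ± 0.194 CPM (SD, n = 3) at estrus to 92.0 ± 52.2 CPM (SD, n = 4) on day 3.5 pc. Its logFC was 8.31 (standard error 0.87, FDR 4.64e-06 in the edgeR fit). In 7 of the genes every estrus library had at most 3 counts, so that their fold is a lower bound. Gm32592 was at least 148-fold higher, Mdfic2 at least 69.5-fold, Adarb2 at least 54.4-fold, Cyp3a59 at least 44.5-fold, St6gal2 at least 39.4-fold, Epha8 at least 19.9-fold and Ttr at least 18.9-fold. Gm32592 lies on the plus strand of chromosome 6 from 98121796 to 98248611 and its exons overlap those of Mdfic2, on the minus strand from 98235708 to 98342754, so their counts are not independent if strand was not used. Cxcl15 had a logFC of 6.45 (standard error 0.52, FDR 1.12e-06), which lay between 5.88 and 7.96 with each library left out in turn. For Ano2 the logFC was 6.66 (standard error 0.94, FDR 3.90e-05), and day 3.5 pc library 4 held 42.4 CPM against at most 14.1 CPM in the other day 3.5 pc libraries. Without that library the logFC of Ano2 was 6.00. Adam33, on chromosome 2 from 131050591 to 131063814, fell from 44.4 ± 2.45 CPM to 7.39 ± 3.76 CPM (logFC -2.59, standard error 0.28, FDR 5.45e-06). Aspg, on chromosome 12 from 112106683 to 112127573, fell from 107 ± 56.3 CPM to 21.8 ± 3.08 CPM (logFC -2.30, standard error 0.25, FDR 5.98e-06). In each of the 12 genes the libraries of the groups did not overlap, with the smallest exact permutation p of 0.0571. With limma-voom and the same cutoffs, Acod1 (FDR 0.0916), Adarb2 (0.209), Ano2 (0.233) and St6gal2 (0.126) were not called. With TREAT their FDR was 0.224, 0.472, 0.529 and 0.302, the highest under any alternative set before the data were examined, and Cyp3a59 (0.0697), Gm32592 (0.0507) and Mdfic2 (0.0999) were not called either.

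**Figure D1:**
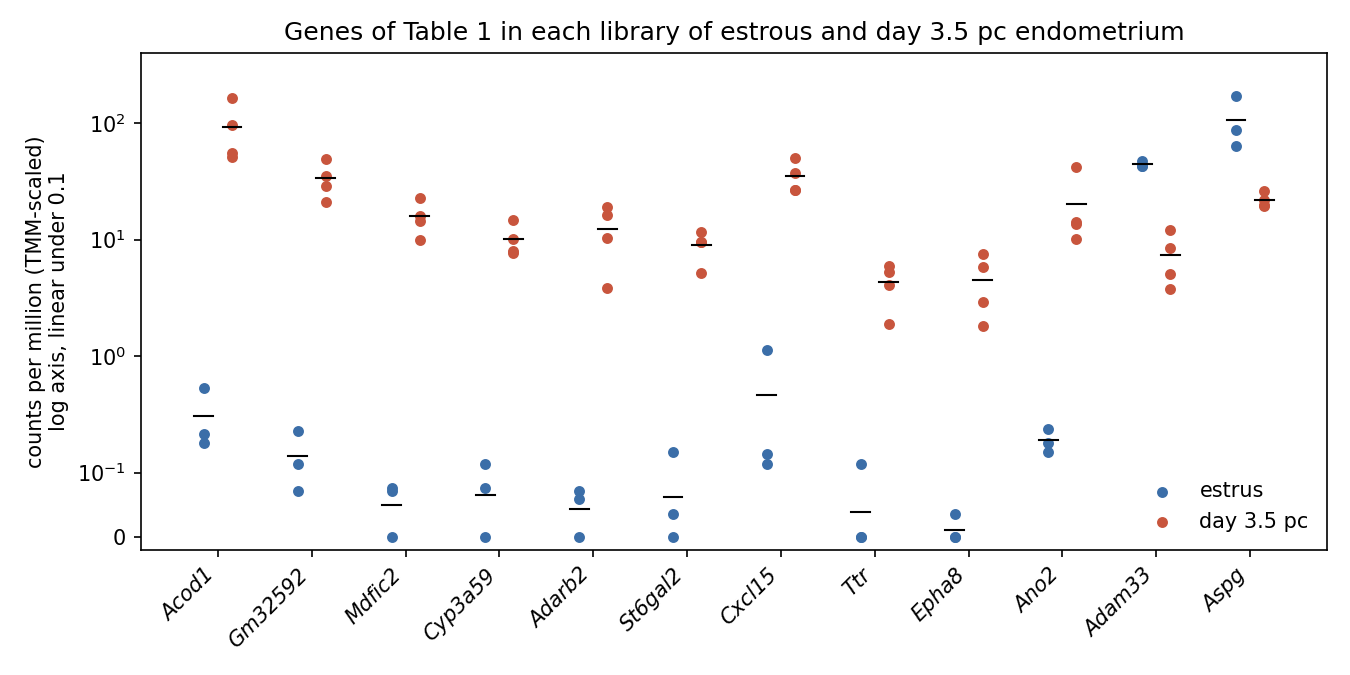
CPM (TMM-scaled, log axis that is linear under 0.1) of the 12 genes of Table 1 in each library, with bars at the group means. The 4 day 3.5 pc libraries lie above the 3 estrus libraries for the first 10 genes and below them for Adam33 and Aspg.

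Ranked by logFC among the genes past both cutoffs and without overlap, the 10 largest rises were those of Tac2, Acod1, Mdfic2, Gm32592, Cyp3a25, Zdhhc19, Adarb2, Gm42692, Epha8 and Cyp3a59. Tac2, Cyp3a25, Zdhhc19 and Gm42692 had 0 counts in all estrus libraries and were at least 10.8-fold, 8.46-fold, 8.06-fold and 6.48-fold higher. Day 3.5 pc library 3 held 7.02 CPM of Tac2, against 0.567 to 1.51 CPM in the other day 3.5 pc libraries, and without that library Tac2 was at least 4.07-fold higher (logFC 6.91). The 10 largest falls were those of Gm2109 (logFC -4.63), BC048671 (-4.08), Cd200r3 (-3.97), Il5ra (-3.69), Bmp8a (-3.61), Syt16 (-3.55), Elfn1 (-3.43), Dnah12 (-3.40), Krt12 (-3.39) and A830036E02Rik (-3.34). With each library left out in turn, the logFC lay between -5.71 and -4.22 for Gm2109 and between -5.54 and -3.57 for Cd200r3. For Bmp8a it lay between -5.03 and -3.25, so that the order of these falls is not firm. Without day 3.5 pc library 4 the FDR of Bmp8a (0.0774), Elfn1 (0.0556) and A830036E02Rik (0.0575) was above 0.05. Without estrus library 1 or 2 it was above 0.05 for Bmp8a (0.0586 and 0.0588) and A830036E02Rik (0.0517 and 0.0516), and without day 3.5 pc library 2 or 3 for Bmp8a (0.0684 and 0.0727) and Elfn1 (0.0510 and 0.0533). Exons of Krt12 and A830036E02Rik overlap each other on opposite strands, and so do those of Syt16 and another gene.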

Notably, 1 of the top 10 upregulated genes is a predicted gene with as yet uncharacterised functions (Table 1). A complete list of all differentially expressed transcripts with gene name, description, biotype, accession number, logFC, and FDR value is provided in Supplementary Material 1, Table S2.

**Fig. 2:**
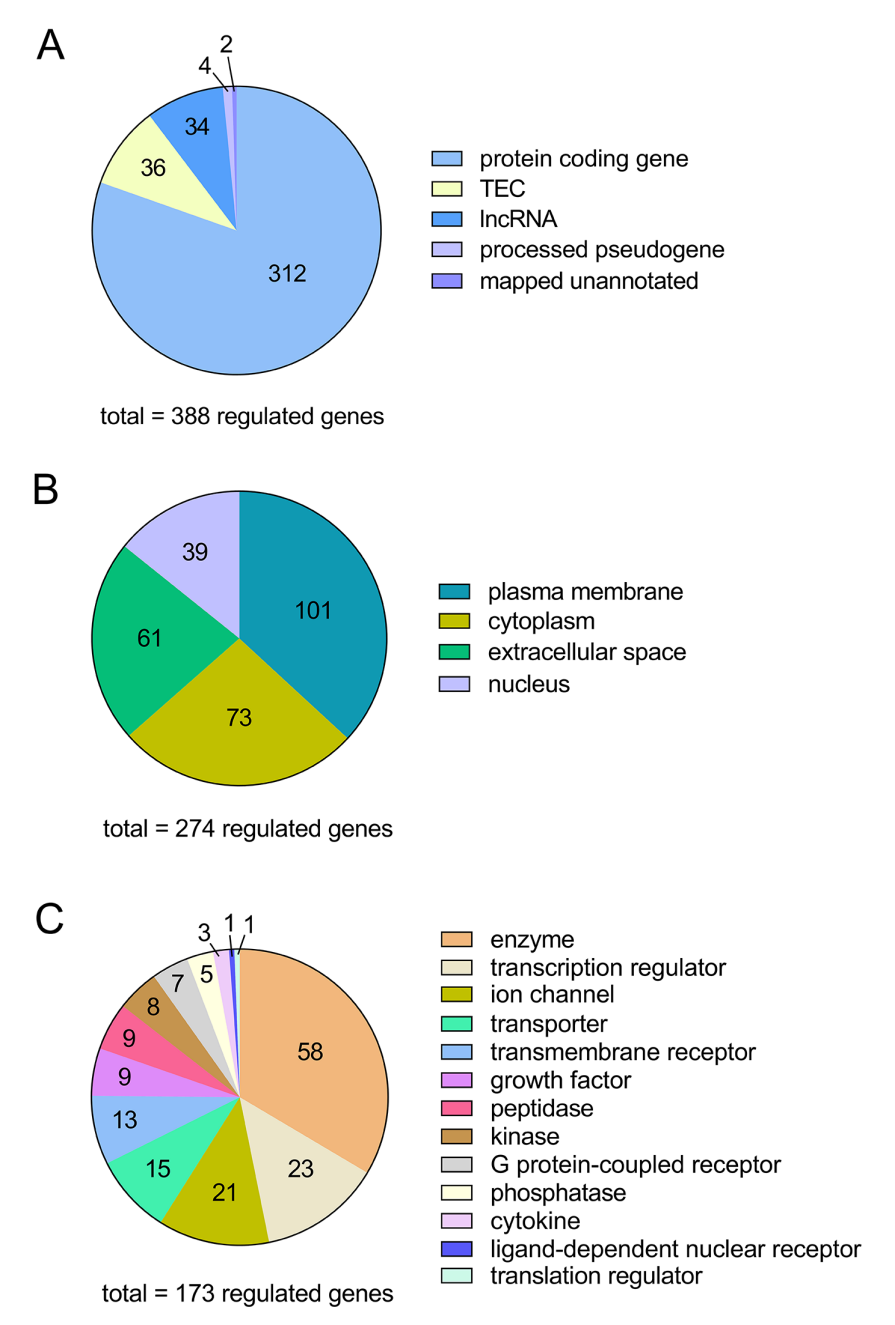
Characterization and localization of the differentially regulated genes in the day 3.5 pc endometrium compared to the estrous endometrium. **(A)** Molecule types of all differentially expressed genes identified by *limma-voom* and *edgeR*. IPA was used to characterize the **(B)** cellular localization of these molecules and **(C)** molecule types in the database. FDR ≤ 0.05 and logFC ≥ +0.583 or ≤ -0.583 (equivalent of FC ≥ +1.5 or ≤ -1.5). TEC, to be experimentally confirmed

**Table 1:** Top 10 upregulated and all downregulated genes in the endometrium at day 3.5 pc (d3.5pc) relative to the endometrium at estrus (est)

Gene	Gene name	logFC (d3.5pc/est)	FDR
**Upregulated**			
*Acod1*	Aconitate decarboxylase 1	+8.33	0.004
*Gm32592*	Predicted gene, 32592	+7.92	<0.001
*Mdfic2*	MyoD family inhibitor domain containing 2	+7.85	0.001
*Cyp3a59*	Cytochrome P450, family 3, subfamily a, polypeptide 59	+7.64	0.002
*Adarb2*	Adenosine deaminase, RNA-specific, B2	+7.40	0.009
*St6gal2*	Beta galactoside alpha 2,6 sialyltransferase 2	+6.98	0.004
*Cxcl15*	Chemokine (C-X-C motif) ligand 15	+6.92	<0.001
*Ttr*	Transthyretin	+6.89	0.003
*Epha8*	Eph receptor A8	+6.83	0.003
*Ano2*	Anoctamin 2	+6.68	0.030
**Downregulated**			
*Adam33*	A disintegrin and metallopeptidase domain 33	−2.91	0.043
*Aspg*	Asparaginase	−2.22	0.017

To understand the localization and potential functions of the differentially expressed transcripts identified in the day 3.5 pc endometrium, Ingenuity Pathway Analysis software (IPA) was utilized and this enabled annotation of 384 of the 388 (99.0%) transcripts. IPA predicted these annotated transcripts to localize to the plasma membrane (101 genes, 26.3%), cytoplasm (73 genes, 19.0%), extracellular space (61 genes, 15.9%), and nucleus (39 genes, 10.2%) (Fig. 2B), while 110 genes (28.6%) were not assigned a location category (data not shown). Categorization of the differentially expressed transcripts identified 58 as enzymes (15.1%), 23 as transcription regulators (6.0%), 21 as ion channels (5.5%), 15 as transporters (3.9%), 13 as transmembrane receptors (3.4%), 9 as growth factors (2.3%), 9 as peptidases (2.3%), 8 as kinases (2.1%), 7 as G protein-coupled receptors (1.8%), 5 as phosphatases (1.3%), 3 as cytokines (0.8%), 1 as a ligand-dependent nuclear receptor (0.3%) and 1 translation regulator (0.3%) (Fig. 2C), while 211 genes (54.9%) were not assigned a specific functional category (data not shown).

### Canonical pathways regulated in the endometrium on day 3.5 pc compared to estrus

To understand the functional significance of the differentially expressed genes identified in the day 3.5 pc endometrium, IPA was used to predict canonical pathways regulated by these genes. Using the cut-off criteria of p ≤ 0.05 and Z-score ≥ +2 or ≤ -2, 14 pathways were predicted to be activated in the day 3.5 pc endometrium compared to the endometrium at estrus, while no pathway was predicted to be inhibited (Fig. 3). 

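Table S3 names 55 genes in 14 pathways, which the study chose from its calls on these libraries, so that their calls here are not independent evidence. In the edgeR fit all 55 genes were higher on day 3.5 pc, with the FDR over all genes tested and also adjusted over the list alone. None of the 55 overlapped between the groups, and their median logFC was 3.36. In the Pathogen Induced Cytokine Storm list all 10 genes were higher, from Ccl27a (logFC 1.76) to Cxcl15 at the upper end, with a median of 3.69. All 7 genes of the Tumor Microenvironment list were higher, from Cd44 (logFC 2.20) to Slc2a3 (4.31), with a median of 2.71. Cd44 rose from 29.5 ± 4.12 CPM (SD, n = 3) to 136 ± 31.2 CPM (SD, n = 4), and Slc2a3 from 16.2 ± 2.24 CPM to 323 ± 125 CPM. In the Leukocyte Extravasation list the 6 genes rose by logFC of 1.97 (Itga4) to 2.88 (Mmp16), with a median of 2.31. Exons of 18 of the 55 genes, Ccl27a and Itga4 among them, overlap another gene on the opposite strand. The number called was lowest with limma-voom and TREAT at 0.583, at 48 of 55, and with limma-voom and the same cutoffs it was 53.

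**Figure D2:**
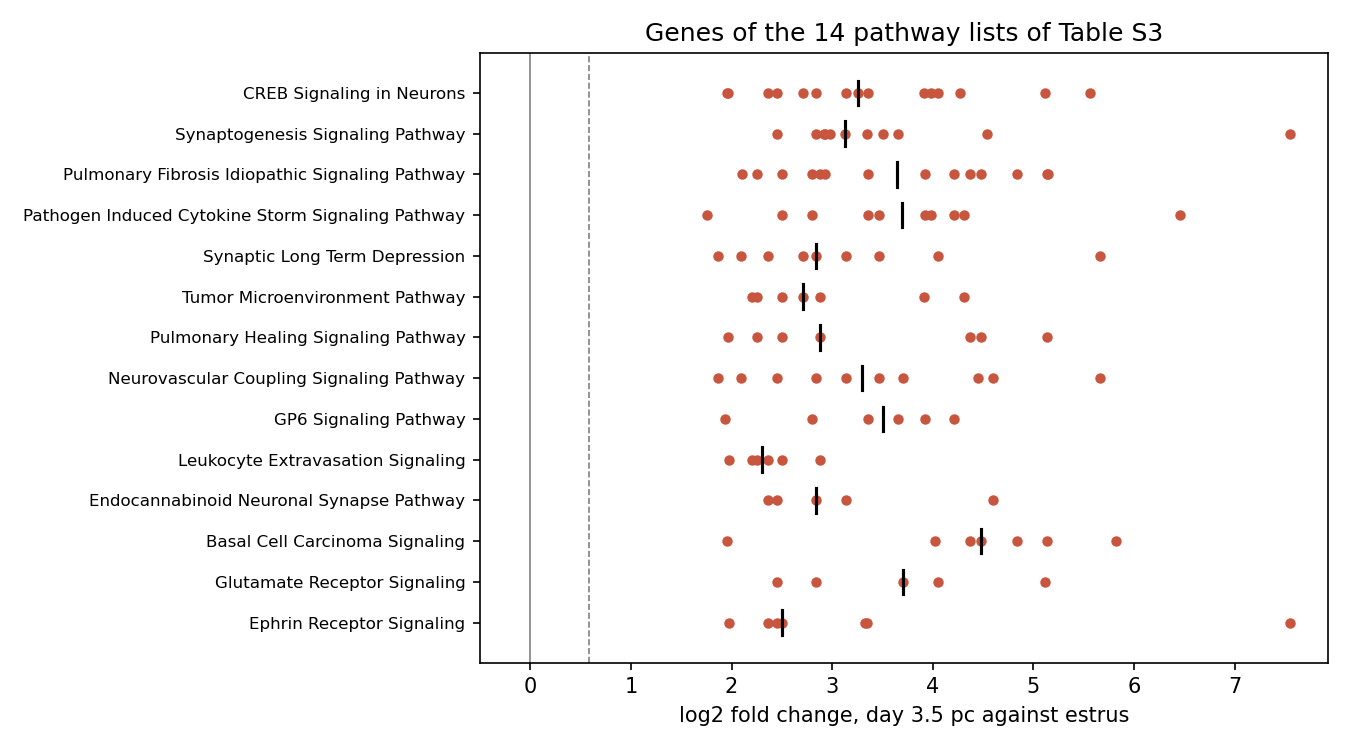
The logFC (day 3.5 pc against estrus) of the genes of the 14 pathways of Table S3, one point per gene, with a bar at each pathway's median and a dashed line at 0.583. All points lie to the right of the dashed line, and a gene that belongs to several pathways is drawn in each.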

Several immune regulatory pathways were amongst those identified as activated in the day 3.5 endometrium, including Pathogen Induced Cytokine Storm Signaling Pathway (10 genes, Z-score = +3.2), Tumour Microenvironment (7 genes, Z-score = + 2.6), and Leukocyte Extravasation Signaling (6 genes, Z-score = +2.4) (Fig. 3). In addition, pathways relevant to tissue and vascular remodeling such as Endocannabinoid Neuronal Synapse Pathway (5 genes, Z-score = +2.2), Pulmonary Healing Signaling (7 genes, Z-score = +2.6), and Neurovascular Coupling Signaling (10 genes, Z-score = +2.5) were predicted to be activated (Fig. 3). 

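The 5 genes listed for the Endocannabinoid Neuronal Synapse Pathway rose by logFC of 2.36 (Gnai1) to 4.60 (Kcnj3), with a median of 2.84. Kcnj3 had at most 3 counts in every estrus library, so that its logFC depends on the prior count, and the median stayed at 2.84 with this gene at its lower bound. The 7 genes listed for Pulmonary Healing Signaling rose by 1.97 (Kdr) to 5.14 (Wnt11), with a median of 2.88. Kdr, which encodes a receptor for vascular endothelial growth factor, rose from 39.5 ± 7.51 CPM (SD, n = 3) to 154 ± 27.5 CPM (SD, n = 4; logFC standard error 0.17, FDR 1.56e-06 in the edgeR fit). In the Neurovascular Coupling Signaling list the 10 genes rose by 1.87 (Npr3) to 5.67 (Pla2g10), with a median of 3.30. Exons of 6 of these 10 genes, Npr3 and Kcnj3 among them, and of Wnt11 overlap another gene on the opposite strand.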

Differentially expressed genes that overlap with the identified activated pathways are shown in Supplementary Material 1, Table S3.

**Fig. 3:**
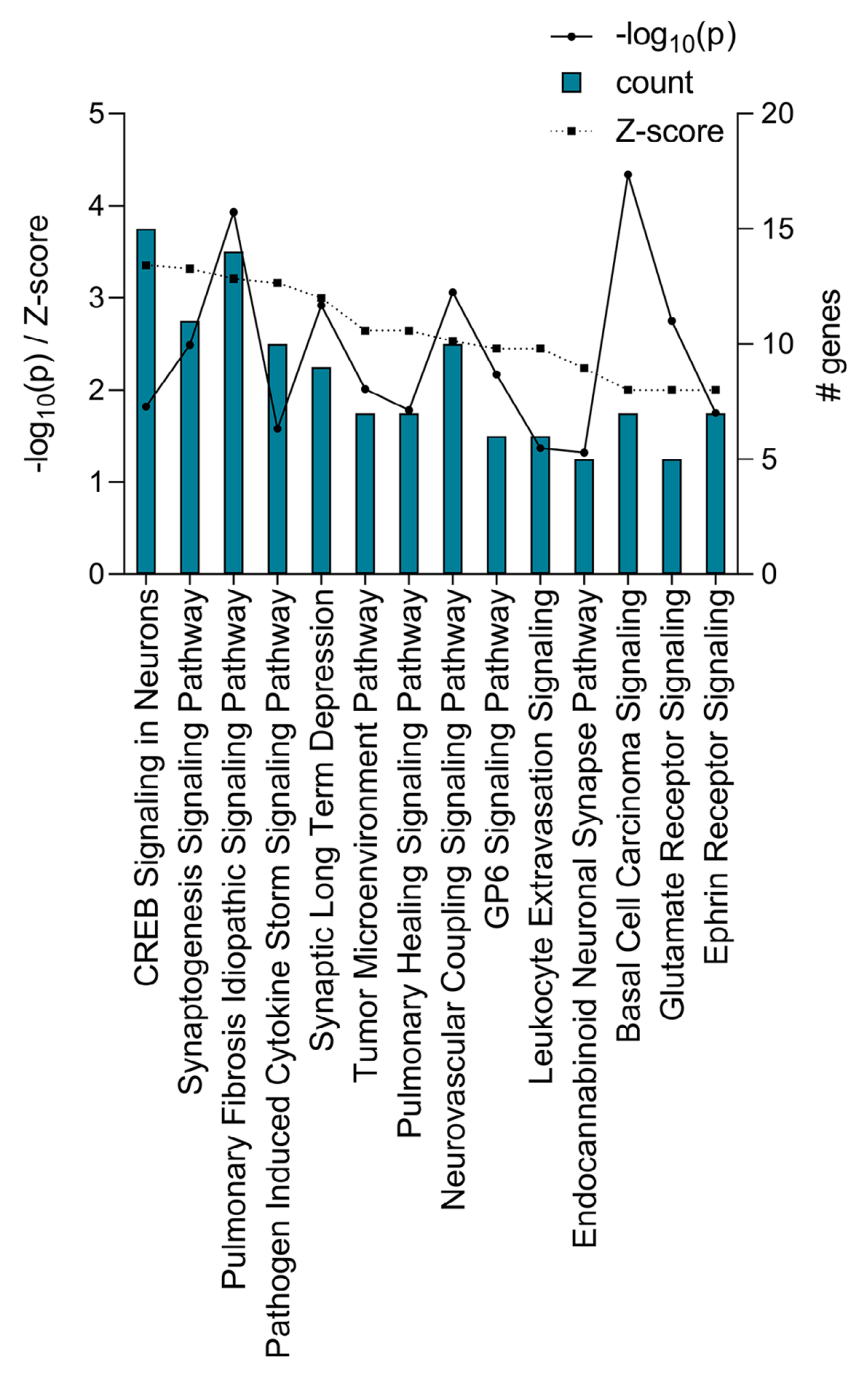
All regulated canonical pathways in the endometrium during the acquisition of receptivity identified by IPA. Canonical pathways predicted to be regulated in the endometrium on day 3.5 pc are shown, with -log_10_(p) and absolute value of Z-score on the left y-axis, and the number of differentially expressed genes that overlap with the corresponding pathway on the right y-axis. The 14 pathways identified were all predicted to be activated. All pathways are p ≤ 0.05 (equivalent of-log_10_(p) of +1.3) and Z-score ≥ +2.

An alternative functional enrichment analysis using public domain analytical tools including Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome revealed enrichment of biological terms associated with known cellular changes in the uterus prior to implantation (the top 15 terms are provided in Supplementary Material 2–4, Figure S1–S3, and a full list of terms with aligned genes are listed in Supplementary Material 1, Table S4–S6). These enriched biological processes and molecular functions included Cell-cell adhesion via plasma-membrane adhesion molecules, Epithelial cell proliferation, Cell adhesion molecule binding, Hedgehog signaling pathway and Focal adhesion (Supplementary Material 2 and 3, Figure S1 and S2). 

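Table S4 was held only in part, with 702 of its lines and 1023 left out, so no enrichment was computed, and its lists were chosen by the study on these libraries. The 7 lists taken from it for terms that the text names hold 223 genes, whose median logFC in the edgeR fit was 1.92. Of the 41 genes listed for cell-cell adhesion via plasma-membrane adhesion molecules, 40 were higher and Pcdh17 (logFC -0.95) was lower on day 3.5 pc, with a median of 2.09 and the largest rise in Gpc6 (logFC 4.86, standard error 0.35). For the smoothened (hedgehog) signaling pathway 37 of 39 genes were higher, Dlg5 (logFC -1.03) and Hipk1 (-0.64) being lower, with a median of 1.90 and the largest rise in Hhip (logFC 5.82, standard error 0.65). The numbers of both lists were the same adjusted over the list alone. Exons of 61 of the 223 genes, Hhip and Hipk1 among them, overlap another gene on the opposite strand. With the setting found by the search aimed at Table S2, 72 of the 223 genes were called.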

Terms related to the extracellular matrix (ECM) such as ECM organization, ECM-receptor interaction, and Degradation of the ECM, and cellular component Collagen-containing ECM, were enriched in the day 3.5 pc endometrium (Supplementary Material 2 and 4, Figure S1 and S3).

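For extracellular matrix organization, the copy of Table S4 used here lists 60 of its 66 genes, the others being lost where the entry was truncated. All 60 were higher on day 3.5 pc in the edgeR fit, and in all 60 the libraries of the groups did not overlap. Their median logFC was 2.20, from 1.07 in Efemp2 to 5.92 in Adamts16. Adamts16, on chromosome 13 of GRCm38 from 70727802 to 70841811, rose from 0.955 ± 0.493 CPM (SD, n = 3) to 55.8 ± 36.3 CPM (SD, n = 4; standard error of the logFC 0.70, FDR 1.04e-05). Efemp2, on chromosome 19 from 5473973 to 5481853, rose from 27.9 ± 2.91 CPM to 58.3 ± 10.2 CPM (standard error of the logFC 0.13, FDR 1.32e-05). Exons of 19 of the 60 genes, Efemp2 among them, overlap another gene on the opposite strand.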

### Upstream molecules regulated in the endometrium on day 3.5 pc compared to estrus

To predict upstream regulators implicated in contributing to acquisition of endometrial receptivity, upstream regulator analysis in IPA was carried out. Using the cut-off criteria of p ≤ 0.05 and Z-score ≥ +2 or ≤ -2, 107 molecules were predicted to be upstream drivers of the gene expression changes in the endometrium on day 3.5 pc compared to estrous endometrium (Supplementary Material 1, Table S7), with the top 10 activated and top 10 inhibited upstream regulators shown in Fig. 4A. Amongst the top 10 activated molecules were beta-estradiol, vascular endothelial growth factor A (VEGFA), angiotensinogen (AGT), and chorionic gonadotrophin (CG). In particular, activation of the toll-like receptor 4 (TLR4) pathway was evident, including the target nuclear factor-κB (NFκB) and the adaptor protein myeloid differentiation primary response 88 (MYD88) (Fig. 4A). The chemical drug mifepristone, a progesterone antagonist, was notable amongst the top 10 inhibited molecules (Fig. 4A), consistent with the known role of progesterone signaling in the acquisition of uterine receptivity [31].

**Fig. 4:**
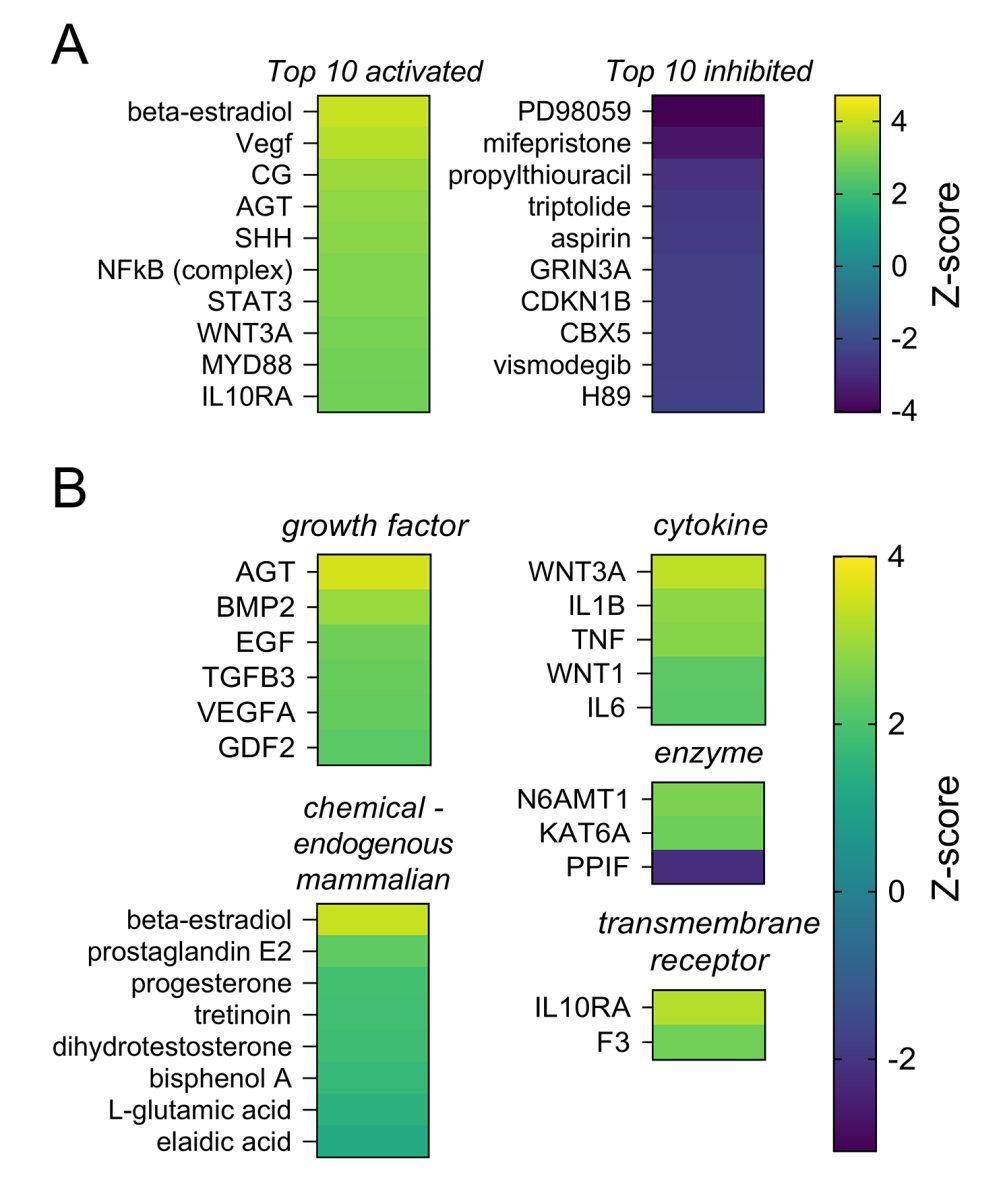
Molecules predicted to be upstream regulators of transcripts differentially expressed in the endometrium during the acquisition of receptivity, identified by IPA. **(A)** Heatmaps of the top 10 activated and top 10 inhibited upstream regulators. **(B)** Heatmaps were generated for the categories of cytokine, enzyme, growth factor, transmembrane receptor, and chemical – endogenous mammalian. p ≤ 0.05 and Z-score ≥ +2 or ≤ -2 for all molecules

To investigate the upstream regulators likely to be most relevant to reproductive function, we focused on molecules in the categories of endogenous mammalian chemical, cytokine, enzyme, growth factor, and transmembrane receptor and sorted these by Z-score (Fig. 4B). A total of 24 upstream regulators were identified (23 predicted to be activated and 1 predicted to be inhibited, Supplementary Material 1, Table S7). Signaling pathways for the ovarian sex hormones known to be essential for regulation of uterine receptivity, beta-estradiol and progesterone [32–34], were predicted to be activated upstream of the differentially regulated genes (Z-score = +4.1 and +2.6 respectively). Interestingly, signaling by the androgenic sex hormone dihydrotestosterone was also predicted to be activated (Z-score = +2.6) (Fig. 4B). Signaling by growth factors associated with angiogenesis and vascular functions, including epidermal growth factor (EGF) and VEGFA were predicted to be activated [35], with Z-scores of +2.4 and +2.3 respectively (Fig. 4B). Furthermore, growth factors including prostaglandin E2 (PGE2), bone morphogenetic protein 2 (BMP2), and transforming growth factor beta 3 (TGFB3), all previously implicated in embryo implantation, the decidual response, and immune functions respectively [36–38], were predicted to be activated with Z-scores of +3.0, +2.9 and +2.4 (Fig. 4B). Pro-inflammatory cytokines interleukin (IL)-1B, IL6, and tumor necrosis factor (TNF) were also predicted to be activated (Z-score = +2.8, +2.2, +2.7 respectively) (Fig. 4B), consistent with substantial evidence that a pro-inflammatory state contributes to endometrial receptivity to embryo implantation [39, 40].

To identify molecules predicted to be regulators in the early receptive endometrium that have not been previously reported or well investigated in uterine receptivity, a PubMed search was conducted using the name of molecules identified as upstream regulators in Fig. 4B and ‘uterine receptivity or embryo implantation’ as search terms (e.g. WNT3A AND (uterine receptivity OR embryo implantation)) and the number of search results was recorded (Supplementary Material 5, Figure S4). There were 17 molecules that returned with > 1 search result, with progesterone having the highest number of search results, followed by beta-estradiol, EGF, IL6, and TNF (Supplementary Material 5, Figure S4). There were 3 molecules that returned only 1 search result, including elaidic acid, IL10 receptor subunit alpha (IL10RA), and AGT (Supplementary Material 5, Figure S4). Another 4 molecules returned no search result, including growth differentiation factor 2 (GDF2), peptidylprolyl isomerase F (PPIF), lysine acetyltransferase 6 A (KAT6A), and N-6 adenine-specific DNA methyltransferase 1 (N6AMT1), suggesting these agents may have novel regulatory roles in endometrial receptivity (Supplementary Material 5, Figure S4).

### Physiological functions regulated in the endometrium at day 3.5 pc compared to estrus

The physiological functions regulated by the differentially expressed genes were predicted using the ‘Functions and Diseases’ analysis in IPA. There were 89 terms that met the cut-off of p ≤ 0.05 and Z-score ≥ +2 or ≤ -2, with 75 functions predicted to be increased and 14 predicted to be decreased (Supplementary Material 1, Table S8). Amongst the top 10 increased functions (Fig. 5A), terms related to vascular functions including Development of vasculature (Z-score = +4.4) and Angiogenesis (Z-score = +4.4) are enriched, consistent with the vascular changes known to precede and accompany implantation. On the other hand, Organismal death (Z-score = -8.1), Perinatal death (Z-score = -5.6) and terms associated with developmental disorders, including Congenital anomaly of digit (Z-score = -2.9), Limb defect (Z-score = -2.9), Congenital anomaly of limb (Z-score = -2.9) and Structural renal abnormality (Z-score = -2.7), are amongst the top 10 decreased terms (Fig. 5B).

**Fig. 5:**
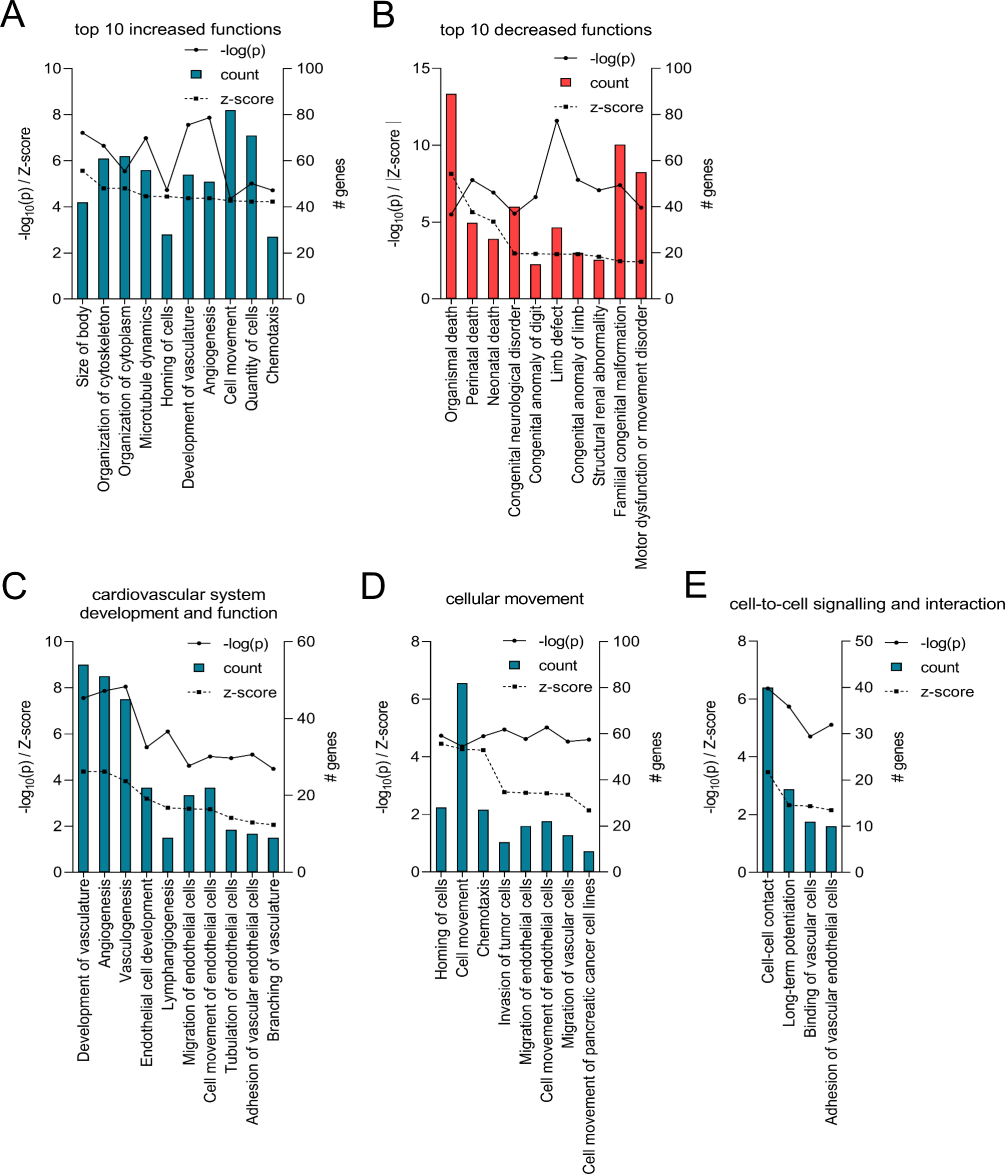
Biological and disease functions regulated in the endometrium during the acquisition of receptivity identified by IPA. **(A)** Top 10 increased and **(B)** top 10 decreased biological and disease functions to be regulated based on the differentially regulated molecules in the endometrium on day 3.5 pc. To focus on functional terms related to embryo implantation, all terms in **(C)** Cardiovascular system development and function, **(D)** Cellular movement and **(E)** Cell-to-cell signaling and interaction are listed. -log_10_(p) and absolute value of Z-score are shown on the left y-axis, and the number of differentially expressed genes that overlap with the corresponding function is shown on the right y-axis. Increased functional terms are shown as blue bar and decreased terms are shown as red bars. p ≤ 0.05 (equivalent of -log_10_(p) of 1.3) and Z-score ≥ +2 or ≤ -2 for all functions

To focus on functions related to vascular and immune response that are essential to the acquisition of uterine receptivity, all terms in the following 3 categories were selected: (1) Cardiovascular system development and function, (2) Cellular movement and (3) Cell-to-cell signaling and interaction (Fig. 5C-E). Indeed, in addition to the afore-mentioned top 10 increased functions, other vascular functions including Vasculogenesis (Z-score = +4.0), Migration of vascular cells (Z-score = +2.7), Binding of vascular cells (Z-score = +2.3), Adhesion of vascular endothelial cells (Z-score = +2.2) and Branching of vasculature (Z-score = +2.1), were predicted to be increased in the endometrium at day 3.5 pc compared to estrus (Fig. 5C-E). Similarly, immune functions including Chemotaxis (Z-score = +4.3) and Lymphangiogenesis (Z-score = +2.8) were predicted to be increased (Fig. 5C-D).

## Discussion

To allow initiation of pregnancy, the uterus must undergo major molecular and cellular changes so that receptivity for embryo attachment is acquired and implantation ensues. Implantation is the most vulnerable stage of mammalian pregnancy – for example, 50% of embryos are estimated to fail to implant in fertile women [41]. Recurrent implantation failure accounts for ~ 30% of infertility and pregnancy loss in women [42], and impaired implantation and placentation contributes to the pathophysiology of pregnancy disorders such as preeclampsia and fetal growth restriction [43, 44]. The major significance of embryo implantation underpins a substantial research effort to investigate the molecular and cellular mechanisms that generate receptivity, since these mechanisms presumably underlie the variation in receptivity between women, and within individuals from one cycle to the next. However, there are gaps in understanding how the endometrium transitions from the non-receptive, estrogen-dominated phase at ovulation, to establish a receptive state in preparation for implanting blastocysts. The current RNA-seq analysis confirms roles for several signal transduction pathways and growth factor, cytokine, and immune regulatory networks in acquisition of endometrial receptivity in mice. The data are consistent with regulation by known drivers of uterine receptivity, notably ovarian steroid hormones and seminal fluid factors. As well, the analysis reveals some new candidate upstream regulators that will inform future studies to expand understanding of implantation physiology (Fig. 6).

**Fig. 6:**
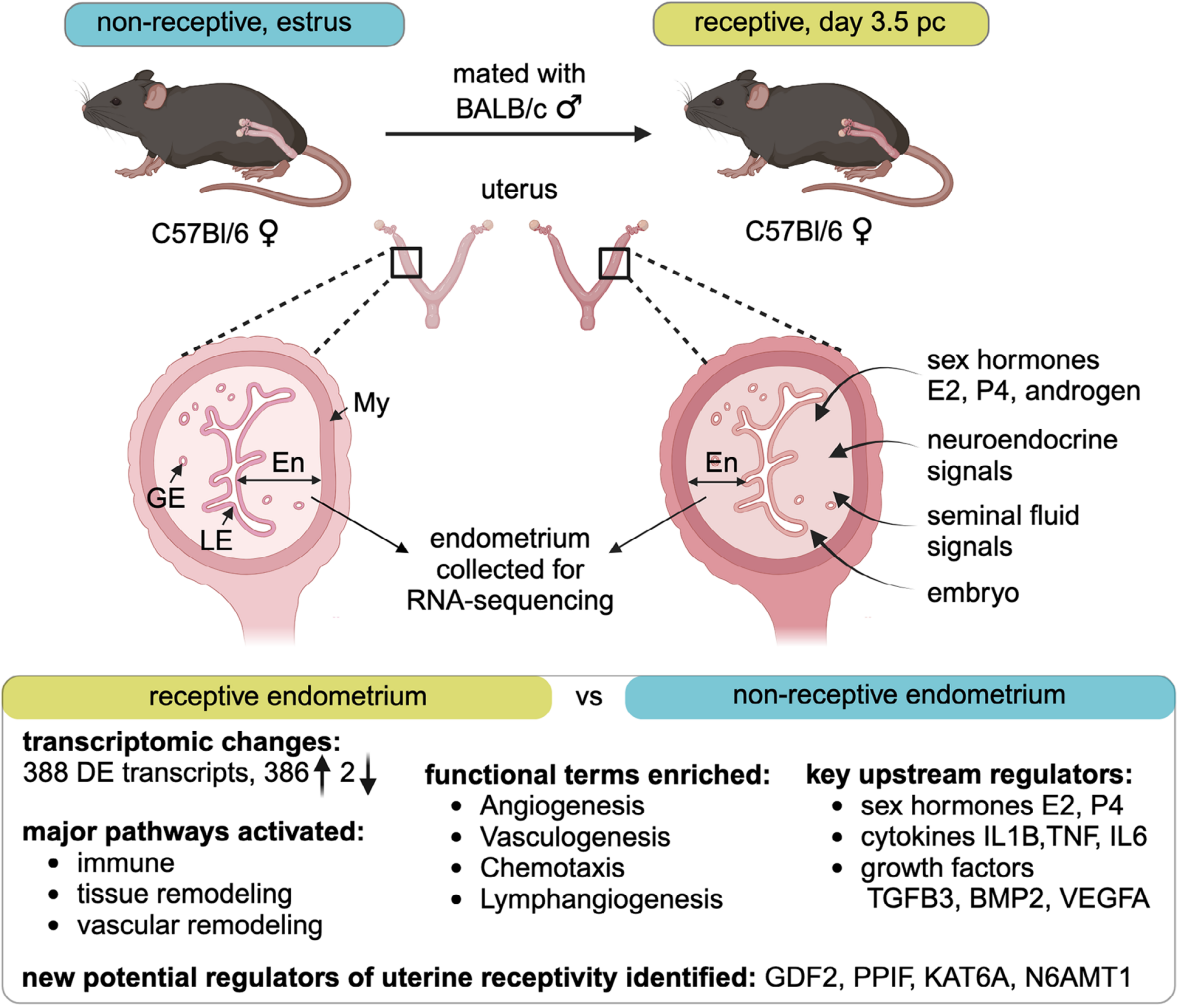
Summary of key changes identified in the day 3.5 pc endometrium compared to the estrous endometrium. Endometrium was collected from C57Bl/6 females at estrus and on day 3.5 pc after mating with BALB/c males, then RNA was extracted and sequenced. Differentially regulated genes indicated activation of immune, tissue remodeling, and vascular remodeling pathways as predicted by IPA. Enriched functional terms include Angiogenesis, Vasculogenesis, Chemotaxis, and Lymphangiogenesis. Activated upstream regulators include sex hormones, inflammatory cytokines and growth factors. Novel potential regulators for uterine receptivity are highlighted. Sex steroid hormones, seminal fluid factors, neuroendocrine signals, and embryo-derived signals all likely contribute to driving the endometrial changes. En, endometrium; GE, glandular epithelium; LE, luminal epithelium; My, myometrium; DE, differentially expressed; E2, beta-estradiol; P4, progesterone; IL1B, interleukin 1B; TNF, tumor necrosis factor; IL6, interleukin 6; TGFB3, transforming growth factor beta 3; BMP2, bone morphogenetic protein 2; VEGFA, vascular endothelial growth factor A; GDF2, growth differentiation factor 2; PPIF, peptidylprolyl isomerase F; KAT6A, lysine acetyltransferase 6 A; N6AMT1, N-6 adenine-specific DNA methyltransferase 1. Created with BioRender.com.

As expected, we found that the endometrial transcriptome is substantially different between the estrus phase and the receptive endometrium of day 3.5 pc. To enable identification of the major molecular changes accompanying endometrial transition into the receptive state, a moderate stringency logFC cut-off equivalent to FC ≥ +1.5 or ≤ -1.5) and FDR cut-off of ≤ 0.05 was used. 

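By their symbols, 234 of the 5791 genes called in the edgeR fit were RIKEN genes (4.04%), 162 of them higher and 72 lower on day 3.5 pc. Predicted genes, whose symbols begin with Gm and a number, made up 649 (11.2%), with 438 higher and 211 lower. Among all genes tested, 818 had RIKEN symbols and 2605 had symbols of predicted genes.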

While 80% of the 388 differentially expressed genes are protein coding genes, 20 were RIKEN genes and 54 were predicted genes with uncharacterized functions. In addition, IPA revealed that 21% of the differentially expressed transcripts encode enzymes and transcriptional regulators, consistent with substantial molecular and cellular changes taking place in the endometrium as receptivity is acquired. Notably our data show this transition is well underway prior to initiation of the decidual response, which in the mouse commences at the time the embryo first breaches the epithelium around 12–24 h later. This observation is consistent with emerging information pointing to the significance of early events in the proliferative and peri-ovulatory phase as precedents of endometrial receptivity in women [45].

The significance of sex hormone regulation of uterine receptivity and embryo implantation is well established, and our RNA-seq data align with this. IPA predicted beta-estradiol to be a top activated upstream regulator of the transcriptional changes. Prior to embryo implantation, estrogen contributes to remodeling of the uterine epithelium by limiting uterine epithelial cell proliferation and allowing differentiation [46–48]. Progesterone was also a predicted activated regulator in the day 3.5 pc endometrium. Genetic deficiency in progesterone receptors (PR) causes implantation failure in mice, due to defects in uterine epithelial cell proliferation and impaired decidualization [49]. Interestingly the data also support a role for androgens in implantation, with the androgenic sex hormone dihydrotestosterone identified as a predicted activated regulator in the receptive endometrium. This aligns with a recent report that implicates endometrial androgens in regulating decidualization [50, 51].

The RNA-seq findings point to major vascular changes and tissue remodelling events in the endometrium during acquisition of receptivity. Compared to the non-receptive endometrium, vascular functions such as Angiogenesis, Development of vasculature, Vasculogenesis, Adhesion of vascular endothelial cells, Binding of vascular cells, and Branching of vasculature were all predicted to be increased in the receptive endometrium. Angiogenesis is well known to play a critical role in healthy placental development [52]. The current results show that vascular changes occur in the endometrium even prior to embryo attachment and the decidual response, and so must initially depend on molecular signals other than paracrine factors emanating from invading trophoblasts. VEGFA and EGF were identified as upstream regulators predicted to control these vascular changes, consistent with known roles for these angiogenic factors [53–55] in uterine vascular remodelling.

Other known regulators of uterine receptivity were prominent in our analysis, adding confidence to the validity of the dataset. For instance, Indian hedgehog (*Ihh*) mRNA is substantially increased in the receptive endometrium (logFC = + 4.85). 

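In the deposited counts, Ihh (ENSMUSG00000006538.10), on the minus strand of chromosome 1 of GRCm38 from 74945315 to 74951672, rose from 1.64 ± 1.56 CPM (SD, n = 3) at estrus to 35.9 ± 13.9 CPM (SD, n = 4) on day 3.5 pc. Its logFC was 4.52 (standard error 0.51, FDR 6.72e-06 in the edgeR fit). The libraries of the groups did not overlap, with the smallest p that the exact permutation test allows (0.0571, two-sided). With each library left out in turn, the logFC lay between 4.09 and 5.49, and the gene was called under all 22 alternatives set before the data were examined, with an FDR of at most 0.00298.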

IHH expression is essential for fertility in mice through mediating progesterone actions, regulation of normal cell cycle progression, and inhibition of estrogen signaling [56, 57].

Other aspects of the dataset indicate a pro-inflammatory environment, with Chemotaxis and Lymphangiogenesis functions prominent during the peri-implantation phase [39, 58]. Immediately after conception and prior to embryo implantation, the uterus undergoes an inflammation-like response with elevated production of IL1B, IL6, and TNF [18], all of which were identified as upstream regulators in this study. These molecules are pro-inflammatory cytokines that exert immune regulatory and vasoactive effects [39]. This finding resonates with a recent report that TNF is pivotal to maternal reproductive resource allocation to balance fetal growth according to implantation site number [59]. This pro-inflammatory signaling involves recruitment into the endometrium of innate immune cells including neutrophils, macrophages, natural killer cells and dendritic cells [11, 60], which in turn regulate endometrial remodeling events that characterize transition to the receptive phase. As well as promoting maternal immune tolerance, these cells assist trophoblast invasion [61, 62], modulate uterine vascular remodeling [63, 64], and promote formation of new lymphatic vessels at the maternal-fetal interface [65].

Several of the signaling factors predicted to drive these immune-regulatory pathways are present in semen or induced in the endometrium by seminal fluid contact. Seminal fluid factors include transforming growth factor beta (TGFB) and TLR4 ligands present in seminal plasma [66], and cytokines TNF and IL6 induced in endometrial epithelial cells after seminal fluid stimulation [67]. Their prominence in this dataset is consistent with extensive evidence linking seminal fluid with regulation of immune adaptation to pregnancy. The cellular changes in the female tract initiated by seminal fluid contact provoke generation of immune suppressive Treg cells and their recruitment from local lymph nodes, to constrain inflammation and support maternal immune tolerance [18].

Of the seminal fluid signals implicated in acquisition of endometrial receptivity, TGFB is most critical for promoting Treg cells [16, 68, 15, 69]. The TGFB3 isoform was predicted to be activated during the pre-implantation phase with an activation Z-score of + 2.4 (Fig. 4B). In mice and humans, TGFB3 is considered a major seminal plasma signaling mediator that together with TGFB1 and TGFB2 induces endometrial cytokines CSF2, IL1A and IL6 [16, 67]. Interestingly, the data point to a possible role of AGT in seminal fluid [70, 71] in regulating endometrial changes preceding implantation.

This study supports our previous findings that TLR4 signaling is activated in the uterus in the peri-conception period [18, 67]. TLR4 signaling pathway target NFκB and adaptor protein MYD88 are predicted to drive gene expression changes in the early receptive endometrium. This finding is consistent with previous reports that the TLR4 signaling pathway is activated by seminal fluid at conception [67]. TLR4 activation contributes to Treg cell generation and recruitment and is crucial for optimal embryo implantation [18, 67]. Several TLR4 ligands are present in semen such as beta-defensins, heat shock proteins, and S100 proteins [66], but their specific signaling actions in the female tract are not yet defined. Analysis of effects of males deficient in specific seminal fluid components will be necessary to delineate the relative contribution of the male and female to the origin of these upstream regulators.

A systematic literature search revealed potential upstream regulators not previously identified as involved in uterine receptivity or embryo implantation. One of these, GDF2 is a member of the BMP family that is implicated in angiogenesis regulation via interaction with endoglin [72, 73], a key molecule involved in receptivity [74]. Roles for GDF2 in vascular maturity and remodeling [75], and lymphatic vascular network development [76], are reported. GDF2 may also contribute to leukocyte recruitment into the uterus through inducing TLR4 expression in endothelial cells [77]. Thus GDF2 is a strong candidate for facilitating uterine receptivity through regulating vascular and immune changes.

Additional novel molecules not previously linked with endometrial receptivity include KAT6A, N6AMT1, and PPIF. KAT6A is a member of the acetyltransferase family and an oncogene in multiple cancers [78, 79]. It is associated with acetylation of TGFB signaling mediator SMAD3 [80], and so may facilitate TGFB-mediated effects on immune tolerance. N6AMT1 is a DNA methyltransferase with limited information on its functions in normal physiology. The predicted activation of KAT6A and N6AMT1 in the early receptive endometrium is consistent with epigenetic modification playing a role in uterine receptivity [81, 82]. Lastly, PPIF is a mitochondrial protein that mediates mitochondrial permeability and its deficiency leads to improved mitochondrial functions in adult mice [83]. Since mitochondrial function is required in antigen-specific T cell activation [84], the predicted inhibition of PPIF may facilitate uterine receptivity by enhancing the maternal T cell response and contributing to generation of immune tolerance. Given the potential relevance of these molecules to important aspects of embryo implantation, further investigation to define their specific roles is warranted.

A strength of the current study is that several analytical tools were utilized to generate a complete understanding of the sequencing data. As well as IPA software, public domain analytical tools including GO, KEGG pathway analysis and Reactome analysis were utilized. These analyses also indicate substantial molecular and cellular changes in the uterus prior to embryo implantation. All four platforms highlighted that enriched functional terms associated with vascular and tissue remodelling are prominent. There were minor differences in terms identified by different platforms. For instance, immune pathways were only identified by IPA, while ECM-associated terms were only enriched using GO, KEGG and Reactome, which likely reflects differences in gene annotation associated with the different tools.

A limitation of this study is that many gene expression changes in minor cell components are unlikely to be detectable. Endometrial stromal cells or epithelial cells comprise at least two thirds of the cells in the endometrium at both time points examined, and so would account for most of the transcripts identified. Given decidualization does not occur until after implantation, the cellular composition of both sample types is likely comparable. While immune cells make up nearly one third of cells in the endometrial stroma, they are comprised of a range of distinct subpopulations with different transcriptional profiles, so that most subsets are minor populations [26]. Given we used stringent cutoff criteria to define differentially expressed genes, it is unsurprising that the majority of the genes identified are related to cellular processes other than immune functions. Single cell sequencing approaches will be better suited to investigating how immune cells contribute to endometrial receptivity.

## Conclusions

In summary, these findings confirm that major transcriptional changes take place in the endometrium of the mouse after ovulation and prior to embryo implantation. Our findings are consistent with the literature, and consolidate extensive data showing adaptations involving the maternal immune and vascular systems. The data demonstrate that these changes commence prior to blastocyst attachment and trophoblast invasion, and the accompanying decidual transformation. Our results advance understanding of the precise molecular mechanisms that govern uterine receptivity, by identifying genes not previously associated with receptivity acquisition. In particular, GDF2, KAT6A, N6AMT1 and PPIF may be relevant to the immune changes required for receptivity to embryo implantation and warrant investigation in future studies to define their physiological significance in the mouse, and possible clinical significance in women.

## Methods

### Animals and tissue collection

All the animal experiments performed were approved by the University of Adelaide Animal Ethics Committee (approval number M/2014/023). Mice were provided food and water *ad libitum* and housed under controlled temperature and a 12 L/12D cycle in a pathogen-free facilities of Laboratory Animal Services (LAS) at the University of Adelaide, Australia. C57Bl/6 females and BALB/c males were purchased from the University of Adelaide Central Animal Facility.

C57Bl/6 females at 8–14 weeks were housed with BALB/c males and checked each morning between 0900 and 1100 h for copulatory plugs. Mice with a copulatory plug were designated as day 0.5 pc and were separated from males and housed in groups of 1–3 until they were killed by cervical dislocation at 1200 h on day 3.5 pc. The uterus was excised and placed in cold RNase-free PBS, then fat, mesentery and blood vessels were removed with the aid of a dissection microscope (Olympus, New York, NY, USA). Uteri were then transferred into fresh RNase-free PBS and slit open lengthwise to expose the endometrium. Endometrial tissue was scraped from the myometrium using a sterile razor blade (ProSciTech, Queensland, Australia) into 700 $${\mu }$$l of Trizol lysis reagent (Thermo Fisher Scientific, Waltham, MA), and the myometrium was discarded. Endometrium was then homogenized with 0.6 g of 1.5 mm ceramic beads using the Powerlyzer® 24 Bench top bead-based homogenizer (MoBio Laboratories, Carlsbad, CA) at a setting of one cycle at 3500 rpm for 10 s, snap-frozen in liquid nitrogen, and stored at -80°C. Endometrial tissue was also collected from virgin C57Bl/6 females at 2200–2300 h (around the time of ovulation) on the day of detection of proestrus based on vaginal cell morphology [85].

### Isolation of total RNA

Total RNA was extracted into Trizol (Thermo Fisher Scientific) and DNase-treated with TURBO DNA-free™ (Life Technologies) according to the manufacturer’s instructions. DNA removal was confirmed by quantitative-polymerase chain reaction (qPCR) using genomic DNA (gDNA)-specific primers (0.25 µm; 5’ primer - TGTGATGGTGGGTATGGGTC, 3’ primer - ACACGCAGCTCATTGTA) as described [86]. RNA concentration was measured using a Nano-drop Spectrophotometer ND-1000 (Thermo Fisher Scientific), and RNA integrity was assessed by RNA Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) to ensure all RNA samples had an RNA integrity number of > 7.

### RNA-sequencing, bioinformatics and statistics

For each RNA sample, 700 ng of total RNA in a volume of 50 𝜇l was prepared and sent to the Centre for Brain Genomics at the University of Queensland for RNA-seq. Samples underwent library prep using TruSeq Stranded total RNA Library Prep Kit (Illumina, San Diego, CA, USA), followed by paired-end next-generation sequencing on the Illumina HiSeq2000 platform to a depth of 30 million reads per sample. All sequencing FASTQ files were processed with a standard RNA-seq pipeline. Sequences were assessed for quality using *FastQC*, sequencing adapters trimmed using *AdapterRemoval* version 2 and aligned to the GRCm38/mm10 mouse reference genome sequence (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/) using *STAR* [87]. Gene counts were identified using *featureCounts* [88], which were then transferred to R for downstream analysis. All downstream differential expression analyses were carried out using R/Bioconductor packages *limma-voom* [89] and *edgeR* [90, 91]. The criteria for designation of differentially regulated genes was false discovery rate adjusted-p value (FDR) ≤ 0.05 with log_2_ fold-change (logFC) ≥ + 0.583 or ≤ -0.583 (equivalent of FC ≥ + 1.5 or ≤ -1.5). To investigate gene pathways and upstream regulators influenced during the peri-implantation period of pregnancy, differentially expressed genes were analysed using Ingenuity Pathway Analysis (IPA) software version 65367011 (Ingenuity Systems, Redwood City, CA). Additional functional enrichment analysis was carried out using Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG)(with permission from Kanehisa Laboratories, Japan) [92], and Reactome. The RNA-seq dataset discussed in this manuscript has been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus GSE223136 [93]. The two groups of endometrial tissue samples reported in this study (estrus and day 3.5 pc) are part of a dataset that includes five experimental groups in total. RNA-sequencing and data normalization were performed on all groups simultaneously and data from the other three sample groups will be reported separately. The work flow and code for the analysis are provided at the following Github link [94].

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The data supporting the findings and conclusions of this research article are available at the National Center for Biotechnology Information’s Gene Expression Omnibus GSE223136 and can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223136.

How the deposited data were processed for this re-analysis (not part of the article)

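Endometrial RNA of mice was sequenced in 19 libraries of 5 groups: estrous females (3 libraries), females on day 3.5 pc after mating with intact males (4 libraries) and 3 sets of 4 libraries from females on day 3.5 pc after mating with surgically modified males. The last 3 groups are not part of the article. Their labels name different surgeries in different places, so they are called sets A, B and C and carry no surgery name. Estrus libraries are numbered 1, 2 and 4 in the labels. According to the paper, samples were pooled, libraries were prepared with a stranded total RNA kit and sequenced from both ends, adapters were removed, reads were aligned with STAR to GRCm38 and counted per gene with featureCounts. The deposited values are raw counts per gene, with 49089 genes, and the strand setting of the counting was not found in the paper's text. Reads were not analysed here.

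Totals were 15487788 to 31781270 counts in the estrus libraries, 14201095 to 17420572 in the day 3.5 pc libraries, 12661266 to 13799614 in set A, 13789824 to 20525568 in set B and 14040286 to 18258677 in set C. The limit that a count of 0 allows, 3 counts, is given where a fold is a lower bound. Symbols were found for 48349 of the genes, with 1.51% left without a symbol, and molecule types for 48435. Gene positions, types and exon overlaps were taken from the GENCODE annotation of GRCm38.

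Genes with at least 3 CPM in at least 3 of the 19 libraries were tested (17222). Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM factors, glmQLFit and glmQLFTest, all 5 groups in the fit, no replicate block), with a Benjamini-Hochberg FDR of 0.05 or less and a logFC of at least 0.583 in size. Values per library are CPM with the TMM factors, and log2 CPM use a prior count of 2. Single values were compared with exact permutation tests of 3 against 4 libraries (35 splits, two-sided, smallest p 0.0571). Gene counts were set beside those of all 35 splits of the 7 libraries. The fit was tested on simulated data with 200 changed genes. Figures were drawn with Python 3.11.15.

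Genes were named by a rule set before the data were examined: the 12 genes of Table 1, Ihh, the genes with the largest and smallest change of each list, the transcripts of the upstream regulators and hormone receptors that the text names, the genes of the marker lists, and the 10 largest rises and 10 largest falls among the genes past both cutoffs whose libraries do not overlap. Genes named outside this rule are marked as chosen after their values were seen. The lists of Table S3 (14 pathways) and Table S4 (7 terms) are the study's own. The copies of Table S2 and Table S4 used here are truncated, with 1998 and 702 lines held and 15224 and 1023 left out, so no enrichment was computed. The 16 marker lists, written before the data were examined, were estrogen response, progesterone response, glandular epithelium, epithelium, stroma, smooth muscle, endothelium, macrophage, neutrophil, T and NK cell, proliferation, red blood cell, Y chromosome, sperm, blastocyst, and mesothelium and fat. The median log2 CPM of each list was compared between the groups, with the Benjamini-Hochberg method over the lists.

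Alternatives set before the data were examined were DESeq2's size factors and upper quartile scaling in edgeR, DESeq2 1.42.0, limma-voom (limma 3.58.1) with the same cutoffs, with TREAT at 0.583 and with sample quality weights, glmTreat at 0.583, other filters and cutoffs on the logFC, only the estrus and day 3.5 pc libraries, a replicate block, gene length offsets, thinned counts and each library left out in turn. Chosen after the data were seen were quality weights computed without the groups or with them, with TREAT, a GC content offset and leaving out set C replicates 2 and 3. Components were also computed with genes scaled to unit variance, with the 500 most variable genes, with DESeq2's size factors and with all 19 libraries. After the data and Table S2 were seen, 130 limma settings were also run to find which of them match that table. Results for some genes and lists are not reported here. Upstream regulator activity, protein levels and the sequences of reads were not analysed here.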

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

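The edgeR fit and the fits without a single library were set before the data were examined. All other tests in this part were chosen only after the result was seen. Values of 87 groups of 4 libraries were searched for a library far from the other 3, and 5 were found, where chance gives 4.35.

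The estrogen-response list had a median log2 CPM of 3.79 in set A replicate 1, against 1.31 to 1.61 in the other libraries of set A. Genes abundant at estrus stood at a median of 3.69% of their estrus mean in that library, against 1.12% to 1.64% in the others. No explanation was tested for this library alone, and no biological explanation was tested.

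The red blood cell list was at 2.78 in day 3.5 pc replicate 2, against 3.51 to 3.62 in the other day 3.5 pc libraries, and at 3.22 in set B replicate 1, against 2.87 to 2.93 in the other libraries of set B. The amount of blood left in the tissue was not measured separately, and no biological explanation was tested.

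The blastocyst list was at -2.81 in set B replicate 1, against -3.05 in the other libraries of set B, which is the value at 0 counts. None of its 6 genes passed the expression filter, so that a few counts make this difference, and no biological explanation was tested.

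Ano2 stood at 42.4 CPM in day 3.5 pc replicate 4, against 10.1 to 14.1 CPM in the other day 3.5 pc libraries. Its logFC was 6.66 with this library and 6.00 without it. No technical or biological explanation was tested for this gene.

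The 12 libraries of females mated with surgically modified males are not part of the article. Against estrus, 7163 genes changed in set A (3985 higher), 6655 in set B (3820 higher) and 6985 in set C (4006 higher). Of the 35 splits of the 7 libraries, only the real 1 gave as many genes in set A and only the real 1 in set B. For set C, 2 of the 35 splits gave as many: with set C replicates 2, 3 and 4 against set C replicate 1 grouped with the estrus libraries, 7468 genes changed. Without set C replicates 2 and 3, 6236 genes changed in set C. A chance arrangement of the libraries is argued against for sets A and B and stays open for set C. Depth, gene length and GC content were not tested for these sets. Mating and the day are shared by the 3 sets and differ from estrus, so that the biological explanation, which was not tested separately, stays open.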

How the results depend on the processing

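All alternatives below were set before the data were examined, except where the text says that they were chosen after seeing the data. Under all of them no gene called in the edgeR fit was called in the opposite direction.

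Limma-voom with TREAT at 0.583 called 1483 higher and 830 lower genes (3599 and 2192 in the edgeR fit), among them 1957 protein-coding, 136 TEC and 168 lncRNA genes. With glmTreat at 0.583 there were 854 lower genes, 2846 protein-coding, 228 TEC and 191 lncRNA genes. Both test against a change of 0.583 and not against 0, which by construction gives fewer genes. A cutoff of 1 on the logFC left 1115 lower genes, and no cutoff gave 3749. The lncRNA count of 362 rose to 719 with limma-voom and sample quality weights, 572 with at least 1 CPM, 648 with filterByExpr, 688 without a filter and 725 with only the estrus and day 3.5 pc libraries. A single count in total kept 36300 genes. Apart from TREAT and the last of these lncRNA counts, the causes were not tested.

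Chosen after seeing the data, limma-voom with quality weights without the groups gave 388 higher and 2 lower genes with TREAT at 0.583 (313 protein-coding, 36 TEC, 34 lncRNA, 72 genes of the gene ontology lists), 386 and 2 with TREAT at the log2 of 1.5 (311, 36, 34 and 72) and 1601 and 129 with the same cutoffs (1507, 118 and 81). With the groups in the weights and TREAT at 0.583 the counts were 2200 and 1145 (2675 protein-coding, 225 TEC). Without set C replicates 2 and 3, also chosen after seeing the data, 743 lncRNAs were called, so that leaving out this pair alone is enough for a rise as large as that with only the estrus and day 3.5 pc libraries.

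With each library left out in turn, higher genes ranged from 3144 to 3729, lower genes from 1710 to 2545 and all changed genes from 4924 to 6274. Genes of set C that differed from day 3.5 pc ranged from 0 to 578, with 578 without set C replicate 1 and 135 without set C replicate 4. PC1 was 64.2% and PC2 11.7% with genes scaled to unit variance, PC1 was 85.9% with the 500 most variable genes, and with all 19 libraries they were 48.9% and 38.8%. Leaving out libraries, a test chosen after seeing the data for the components, gave 82.0% to 88.3% for PC1 and 4.63% (without day 3.5 pc replicate 1) to 10.0% for PC2.

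DESeq2 called 3 genes of set A against day 3.5 pc, Sprr1a (logFC -7.36), Gm1965 (-5.25) and Apobec2 (-5.30), and 2 of set B, Nr4a3 (2.21) and Sphkap (-1.61), chosen after their values were seen, where edgeR called 0 (749 and 339 genes at an unadjusted p under 0.05). The cause was not tested.

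With the replicate block, 3483 higher and 2123 lower genes were called. The numbers do not pair the libraries, with correlations of 0.125, -0.300 and 0.165 between libraries of the same number. Upper quartile scaling shifted the median of all genes to 0.116 and gave 4140 higher and 1683 lower genes (71.1% higher against 62.1%).

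None of 3 genes that reversed was called in any setting. Nfkb1 fell to -0.0345 with at least 1 CPM, -0.0217 with filterByExpr, -0.0112 without a filter, -0.107 with the length offset, -0.0883 with the block and length offset and -0.000866 with the GC offset (chosen after seeing the data), and was -0.000282 to 0.0370 with libraries left out. For Kat6a the values were -0.0364, -0.0239, -0.0130, -0.0743 and -0.0529 in the first 5 of these settings and -0.00923 to 0.0371 with libraries left out. Ppif was 0.0795 with upper quartile scaling, which is less than the shift of all genes, and -0.203 to 0.0410 with libraries left out. The cause was not tested.

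Of 42 named genes, 12 lost their call with limma-voom and TREAT, Tac2 (FDR 0.0775) among them, 4 with limma-voom and the same cutoffs, and 6 with glmTreat: Myd88 (0.177), Egf (0.280), Il10ra (0.168), Bmp8a (0.0690), Elfn1 (0.0550) and A830036E02Rik (0.0543). With the weights without the groups, which were chosen after seeing the data, 15 lost it with the same cutoffs and 16 with TREAT, among them all 10 largest falls. No named gene lost its call with the other scalings, DESeq2, the other filters or the replicate block.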

Differences from the paper's values

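Below, a gap counts as closed where the larger value is at most 1.5 times the smaller or the values differ by no more than the spread between replicates, so that values that still differ can count as closed. The edgeR fit called 3599 higher and 2192 lower genes, against the paper's 386 and 2. None of the 25 alternatives set before the data were examined closed either gap. Limma-voom with quality weights computed without the groups gave 388 and 2 with TREAT at 0.583 and 386 and 2 with TREAT at the log2 of 1.5, and both settings were chosen after seeing the values, in a search of 130 limma settings aimed at the paper's Table S2. Of these 130 settings, 30 matched the log2 fold changes of the 1998 genes held of that table within rounding and 4 gave 386 and 2. Weights computed with no design and with an intercept alone gave the same values, so these settings are not all different. With such weights and TREAT at the log2 of 1.5, the log10 FDR of the 1998 genes also had a rounded correlation of 1 with that of Table S2. With TREAT at 0.583 the correlation was 0.999998. The paper's text does not name such weights.

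PC1 held 83.4% of the variance, against about 49% in Fig. 1A of the paper, read by eye, and PC2 held 7.88%, against about 39% in Fig. 1A. Of the alternatives set before the data were examined, the components of all 19 libraries closed both gaps (48.9% and 38.8%). Their PC1 mainly set set C replicates 2 and 3 (188.9 and 189.6) apart from all other libraries (-79.4 to -1.22). Its share is therefore not the variance between estrus and day 3.5 pc. Genes scaled to unit variance narrowed the gap of PC1 to within 1.5 times (64.2%), and the 500 most variable genes and DESeq2's size factors closed neither gap.

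Among the genes called, 4910 were protein-coding against the paper's 312, 370 were TEC genes against the paper's 36, 362 were lncRNAs against the paper's 34 and 57 were processed pseudogenes against the paper's 4. None of the 22 alternatives set before the data were examined closed these gaps. With the weights without the groups, chosen after seeing the values, TREAT at 0.583 and at the log2 of 1.5 gave 313 and 311 protein-coding genes, and each gave 36 TEC genes, 34 lncRNAs and 4 processed pseudogenes. As shares of the genes called in the edgeR fit, these types were within 1.5 times of the paper's shares. They made up 84.8% (protein-coding), 6.39% (TEC), 6.25% (lncRNA) and 0.984% (processed pseudogenes).

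The genes called held 17 without annotation, against the paper's 2. Of the alternatives set before the data were examined, limma-voom with TREAT at 0.583 closed this gap, with 2 (ENSMUSG00000109908.1 and ENSMUSG00000068638.2), and the other 21 did not. The weights without the groups with the same cutoffs, chosen after seeing the values, also gave 2 (ENSMUSG00000109908.1 and ENSMUSG00000043498.3), while with TREAT, at 0.583 or the log2 of 1.5, these weights gave 0. These genes were named after their values were seen. As a share, they made up 0.294% of the genes called, against the paper's 0.5%. Upper quartile scaling (0.361%), filterByExpr (0.339%), no filter (0.366%) and leaving out day 3.5 pc replicate 2 (0.338%) narrowed this gap to within 1.5 times, and the other 18 alternatives set before the data were examined did not.

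RIKEN genes numbered 234 against the paper's 20, and predicted genes 649 against the paper's 54. None of the 22 alternatives set before the data were examined closed these gaps. The weights without the groups with TREAT, at 0.583 or the log2 of 1.5, gave 19 and 59, and were chosen after seeing the values.

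The paper gives the 10 genes of Table 1 as the most upregulated. In the edgeR fit, St6gal2 (logFC 7.20), Cxcl15 (6.45), Ttr (6.64) and Ano2 (6.66) were not among the 10 largest rises, which held Tac2 (8.36), Cyp3a25 (7.99), Zdhhc19 (7.93) and Gm42692 (7.60) instead, genes whose logFC depends on the prior count. The logFC of St6gal2 and Ttr, with at most 3 counts in every estrus library, also depends on the prior count. With each library left out in turn it lay between 6.725 and 8.25 for St6gal2 and between 5.883 and 9.155 for Ttr. The ranking is therefore not firm. The 10 largest rises held 2 predicted genes (Gm32592 and Gm42692), where the paper counts a single such gene. The paper describes its differentially expressed genes as not highly expressed. Of the longer list called in the edgeR fit, 34 higher and 8 lower genes were among the 173 most abundant, while the median rank of the higher genes was 38.8. The expression of the paper's own list was not examined separately, so these values do not contradict the paper.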

Other observations

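In this part, the tests of the same library sequenced again and of counting by strand were chosen before the result was seen. So were those of the removal of reads in antisense genes and of estrus tissue mixed into a library. Thinning and the gene length offset were among the alternatives set before the data were examined, and the marker lists were written before then. Their use to weigh an explanation, and all other tests of an explanation, were chosen only after the result was seen.

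The 5791 genes changed between day 3.5 pc and estrus were as many in 1 of the 35 splits of the 7 libraries, the real split. The highest of the others, day 3.5 pc replicates 2, 3 and 4 against day 3.5 pc replicate 1 grouped with the estrus libraries, gave 4815. Thinning all libraries to the smallest total gave 5785 genes, removing the gene length trend gave 5822 and removing the GC trend gave 5818, which argues against each of these as the whole cause. The 10 most abundant genes held at most 5.19% of the counts of any of the 7 libraries. Without set C replicates 2 and 3, 6566 genes changed, so that the calls also arise without that pair. A wide spread in that pair would lower the number of calls, so this rise says nothing more about their cause. Hormonal state and mating, which differ between the groups by design, stay open as untested explanations. The time of day also differs, since the paper states that estrous tissue was collected late in the evening and day 3.5 pc tissue at midday. Its part in the calls was not tested and stays open as well.

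All genes of 9 of the 16 marker lists passed the expression filter in this tissue, as did 10 of 12 for estrogen response, 3 of 7 for neutrophils, 5 of 7 for T and NK cells, 2 of 5 for mesothelium and fat and 0 for the Y chromosome, sperm and blastocyst. The median log2 CPM was higher on day 3.5 pc for progesterone response (difference 3.52, 11 of 12 genes called higher), glandular epithelium (3.59, 5 of 7, and 6 higher and 1 lower adjusted over the list alone), stroma (0.80, 4 of 8), endothelium (1.96, 7 of 7), T and NK cells (2.98, 5 of the 5 genes past the filter) and red blood cells (1.64, 4 of 5, and 5 over the list alone). It was lower for epithelium (-1.84, 5 of 8 called lower, and 6 over the list alone) and for mesothelium and fat (-1.82, 0 called of the 2 past the filter). In each of these 8 lists the 7 libraries did not overlap between the groups (exact permutation p 0.0571, adjusted over the lists by Benjamini-Hochberg 0.114), so that none passes 0.05, which this design cannot reach. For estrogen response the difference was -1.45 (exact p 0.400, 1 higher and 1 lower, and 1 higher and 0 lower over the list alone), with an SD of 1.97 on day 3.5 pc. The differences were 0.24 for smooth muscle (exact p 0.629, 1 called higher), 0.68 for macrophages (exact p 0.171, 5 higher and 1 lower), 0.15 for neutrophils (exact p 0.914, 1 higher and 1 lower) and -0.90 for proliferation (exact p 0.171, 0 called). Sperm (0.03) and blastocyst (0.02) were near the floor, and the Y chromosome list had the value of 0 counts in all 7 libraries.

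A lower share of epithelial cells would raise the other cell types alike. Endothelium minus stroma differed between the groups by 1.16 (SD 0.0227 at estrus, 0.113 on day 3.5 pc), which argues against that share as the whole explanation. Blood left in the tissue would dilute the cells that blood does not hold, while the stroma list rose by 0.80 (SD 0.278 at estrus, 0.297 on day 3.5 pc), which argues against blood as the explanation for the stroma and endothelium lists. T and NK cell minus red blood cell differed by 1.33 (SD 0.247 and 0.395, exact permutation p 0.0571). The T and NK cell list stood at -0.816 at estrus, with 5 of its 7 genes past the filter, and so was near the floor there. The difference therefore argues only weakly against blood of the same composition in both groups as the whole explanation for that list. A change in the composition of blood was not tested. For the red blood cell list, blood stays open. Neutrophil minus red blood cell differed by -1.49 (SD 0.749 and 0.791, exact permutation p 0.114) and neutrophil minus T and NK cell by -2.83 (SD 0.828 and 0.547, exact permutation p 0.0571), but 4 of the 7 neutrophil genes were under the expression filter, so that this list is near the floor and decides nothing. Changes in the cell types that rose stay open.

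Among the transcripts of regulators and hormone receptors that the text names, Agt, Il6, Tnf and Gdf2 were under the expression filter. Myd88 (logFC 0.88, FDR 0.0131), Il10ra (0.87, FDR 0.00969) and Egf (0.75, FDR 0.00905) were higher and Tlr4 (-1.07, FDR 0.0013) was lower in edgeR, with Benjamini-Hochberg FDR. Without estrus replicate 1, Il10ra was at 0.66 with an FDR of 0.0616. Across the alternatives set before the data were examined the FDR reached 0.559 for Myd88, 0.599 for Il10ra, 0.683 for Egf and 0.0848 for Tlr4, each with limma-voom and TREAT. Exons of Myd88 and Egf overlap other genes on the opposite strand. Il1b had a logFC of 1.12 and an FDR of 0.123, and was called with only the estrus and day 3.5 pc libraries (0.0149) and, chosen after seeing the data, without set C replicates 2 and 3 (0.0211). Not called were N6amt1 (0.42, FDR 0.00225, under the logFC cutoff), Vegfa (0.29), Pgr (0.23), Tgfb3 (0.19), Nfkb1 (0.02), Kat6a (0.01), Ppif (-0.05), Bmp2 (-0.29) and Esr1 (-0.32). Transcript levels do not measure the activity of a regulator.

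All 44 genes listed for regulation of angiogenesis were higher (median logFC 1.83, from 0.97 in Ptprm), as were all 17 for vasculogenesis (1.73, from 0.90 in Pdgfrb to 3.32 in Angpt1) and all 35 for cell chemotaxis (1.88, from 0.83 in Dysf), with the same numbers over each list alone. The study chose these lists on these libraries.

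Against day 3.5 pc, edgeR called 0 genes in each of sets A, B and C, with 749, 339 and 1831 genes at an unadjusted p under 0.05. As many such genes arose in 12, 20 and 16 of the 35 splits, so that an arrangement by chance stays open for each. The splits that gave most, up to 2361, 3310 and 6403, put day 3.5 pc replicates 1 and 2 together.

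Set C replicates 2 and 3 reached at most 1.79 reads per base among genes over 1000 bases, against 25.2 to 100 in the other 17 libraries. This is consistent with the removal of reads at the same position in that pair only. Replicates 1 and 4 of the same set reached at least 47.6, which argues against the surgery of the males. The squared difference between the pair was 5.70 times counting error, which argues against the same library sequenced again.

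In that pair antisense genes were lower than in set C replicates 1 and 4. The median log2 ratio was -2.80 for TEC genes within a gene on the other strand (217 genes) and 0.453 for those within a gene on the same strand (853 genes), a difference of -3.25, so that counting by strand in that pair and without strand in the other libraries is a candidate explanation. Antisense genes were lower with exons that overlap a gene on the other strand (-2.90, 865 genes) and without (-2.47, 272 genes), so that the pattern is not limited to overlaps of exons. The antisense genes with under 0.1 reads per base were also lower (-2.35, 762 genes), which argues against the removal of reads as the explanation. Histone genes were lower (-1.76, 56 genes), but the TEC genes on the same strand, at 0.453, argue against selection of polyadenylated RNA. If this explanation holds, the estrus and day 3.5 pc libraries were counted without strand, which bears on the genes that overlap another gene on the opposite strand, in exons or introns.

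Among the day 3.5 pc libraries, Ltf stood at 95% of its estrus mean in replicate 1, 28.3% in replicate 2, 1.21% in replicate 3 and 2.00% in replicate 4. The 111 genes that set A holds under 5% of their estrus mean had a 10th percentile of 30.4% in replicate 1, far under the share that Ltf gives, and Sprr2b (634%) and Sprr2d (485%) exceeded the estrus mean, which argues against estrus tissue mixed in as the whole explanation for Ltf. The ratio of Ltf to Epcam varied 18.6-fold across the 4 libraries, which argues against the share of epithelial cells. As a set, these 111 genes had medians of 44.1%, 24.8%, 1.74% and 1.42% of their estrus mean in replicates 1 to 4, and 50 genes that estrus holds under 5% of their set A mean had 62.8%, 58.1%, 92.9% and 112%. The sums were 107% and 82.9% in replicates 1 and 2. Outside this group, set B replicate 2 had medians of 23.2% and 75.9% (sum 99.1%). Set C replicate 1 had 19.2% and 31.8% (sum 50.9%), which a mixture alone would not give. An animal or tissue in an estrus-like state in the pools of replicates 1 and 2 may explain part of their levels. This is a hypothesis found and tested on the same data. An estrus-like part in these pools would make differences from estrus smaller.

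With quality weights computed without the groups, the estrus libraries had weights of 0.11 to 0.172 and the day 3.5 pc libraries of 0.941 to 3.40. With the weights computed with the groups, estrus weights were 0.914 to 3.02 and the same TREAT test called 3345 genes, so that the low weights of the estrus libraries may account for the smaller number of calls in that setting.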
